# Transcriptome analysis during berry development provides insights into co-regulated and altered gene expression between a seeded wine grape variety and its seedless somatic variant

**DOI:** 10.1186/1471-2164-15-1030

**Published:** 2014-11-27

**Authors:** Chinedu Charles Nwafor, Ivana Gribaudo, Anna Schneider, Ron Wehrens, Maria Stella Grando, Laura Costantini

**Keywords:** *Vitis vinifera*, Seed content, mRNA-Seq, Differential gene expression, Functional category enrichment, Candidate gene

## Abstract

**Background:**

Seedless grapes are greatly appreciated for fresh and dry fruit consumption. Parthenocarpy and stenospermocarpy have been described as the main phenomena responsible for seedlessness in *Vitis vinifera*. However, the key genes underpinning molecular and cellular processes that play a significant role in seed development are not well characterized. To identify important regulators and mechanisms that may be altered in the seedless phenotype, we performed a comprehensive transcriptional analysis to compare the transcriptomes of a popular seeded wine cultivar (wild-type) and its seedless somatic variant (mutant) at three key developmental stages.

**Results:**

The transcriptomes revealed by Illumina mRNA-Seq technology had approximately 98% of grapevine annotated transcripts and about 80% of them were commonly expressed in the two lines. Differential gene expression analysis revealed a total of 1075 differentially expressed genes (DE) in the pairwise comparison of developmental stages, which included DE genes specific to the wild-type background, DE genes specific to the mutant background and DE genes commonly shared in both backgrounds. The analysis of differential expression patterns and functional category enrichment of wild-type and mutant DE genes highlighted significant coordination and enrichment of pollen and ovule developmental pathways. The expression of some selected DE genes was further confirmed by real-time RT-PCR analysis.

**Conclusions:**

This study represents the most comprehensive attempt to characterize the genetic bases of seed formation in grapevine. With a high throughput method, we have shown that a seeded wine grape and its seedless somatic variant are similar in several biological processes. Nevertheless, we could identify an inventory of genes with altered expression in the mutant compared to the wild-type, which may be responsible for the seedless phenotype. The genes located within known genomic regions regulating seed content may be used for the development of molecular tools to assist table grape breeding. Therefore the data reported here have provided a rich genomic resource for practical use and functional characterization of the genes that potentially underpin seedlessness in grapevine.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-1030) contains supplementary material, which is available to authorized users.

## Background

Over the past decade there has been a sustained increase in the world production of table grapes, which reached 22.3 million tons [1]. This is largely due to consumer demand for seedless grape for fresh and dry fruit consumption. Nowadays, most breeding programs focus on the generation of new cultivars (cvs) combining seedlessness together with other traits such as large berry size, muscat flavor or crispiness.

*Vitis vinifera* L. is considered a good model for the study of seed development in fruit crops. Two different mechanisms are involved in grape seedlessness, namely parthenocarpy and stenospermocarpy. Usually, in parthenocarpic conditions fruit develops from the ovary in the absence of fertilization yielding small berries that completely lack seeds (e.g. cv Black Corinth), whereas in stenospermocarpy pollination and fertilization take place normally, but seed development aborts at an early stage (2–4 weeks) after fertilization and berry size at harvest is reduced (e.g. cv Sultanina) [2, 3]. Most cultivated seedless grapes exhibit stenospermocarpy. The major events that take place in grapevine normal seed development, parthenocarpy and stenospermocarpy are shown schematically in [4] and are described in detail by [5, 6].

In *Arabidopsis*, genetic studies have revealed several genes that participate in seed development like *SHOOT MERISTEMLESS* (*STM*), *CUP*-*SHAPED COTYLEDON* (*CUC1* and *CUC2*), *AINTEGUMENTA* (*ANT*)*, SPATULA* (*SPT*)*, AGAMOUS* (*AG*) *MADS box genes AG-SHATTERPROOF* (*SHP1* and *SHP2*), *SEEDSTICK* (*STK*, also known as *AGL11*), *NOZZLE/SPOROCYTELESS* (*NZZ/SPL*), *EMBRYO-DEFECTIVE* (*EMB*) and *INO*[7–9], including those that regulate endosperm formation such as *CRINKLY4* and *BET1*[10, 11], embryo differentiation such as *EMBRYO-DEFECTIVE* (*EMB*) and *LEAFY COTYLEDON* (*LEC*) [12–14], and seed coat development such as *APETALA 2* (*AP2*) and *TRANSPARENT TESTA 16* (*TT16*) [15]. Also, molecular studies with *Arabidopsis*, tomatoes, and other plants have revealed *cis*-regulatory elements of several genes active during seed development, mostly the transcription factors (TFs) that play a role in their regulation, i.e. *LEAFY COTYLEDON (LEC)* genes and *AGAMOUS-like 15* (*AGL15*) [16–18]. Nevertheless, in grapevine the identities of most regulators of seed development and their direct targets are largely unknown. To date, a number of studies have adopted QTL (Quantitative Trait Locus) analysis to dissect the genetic determinism of seedlessness [19–23]. A MADS-box ovule identity gene (*VvAGL11*) was proposed as the major positional and functional candidate gene for stenospermocarpy and tested for usefulness in marker-assisted selection [24, 25]. However, very few studies have looked for genes possibly responsible for seedlessness by comparison of gene expression profiles in seeded and seedless grapes. For instance, differential expression analysis in seeded and seedless clones of cv Sultanina by [26, 27] allowed the identification of a chloroplast chaperonin (ch-Cpn21) resulting in seed abortion when silenced in tobacco and tomato, and of a ubiquitin extension protein (S27a) having a probable general role in the control of organ development in grapevine. Recently, differential expression analysis during ovule development in seeded and seedless cultivars identified grape metacaspase genes, consistent with a role of programmed cell death in stenospermocarpy [28].

To identify regulators and processes required for seed development that may be altered in the seedless phenotype, somatic variants are invaluable resources. At the same time an analytical approach that provides a holistic view of the transcriptional landscape during seed development in both phenotypes is equally vital. In grapevine, somatic variation arises from mutation or epimutation events that first occur in a single cell belonging to a specific cell layer. Once at least one shoot apical meristem is colonized by the mutated cell in one or both cell layers, the mutation can be transmitted by bud propagation or eventually sexual reproduction [29]. However, identification of somatic variants in grapevine is a time and labor intensive task, which requires genetic and phenotypic characterization of large germplasm collections [30]. At the same time, the application of deep sequencing techniques to survey the total population of RNA within a tissue has made RNA-Seq a popular and comprehensive approach to deduce and quantify the transcriptome [31]. Its potential has been demonstrated in the *de novo* transcriptome characterization of *Vitis vinifera* cultivars [32] and gene expression profile of grape berry during key developmental stages [33–35].

In this paper, we exploited the availability of a spontaneous seedless somatic variant (hereafter mutant, MT) derived from Sangiovese (hereafter wild-type, WT), a widespread seeded wine cultivar in Italy [30]. This mutant has a gross morphology of vines identical to the wild-type except for absence of seeds, reduced berry and bunch size at harvest. With the aim of understanding the molecular mechanisms driving the seedless phenotype, we analyzed the transcriptional responses possibly related to seed development in the wild-type and the mutant using Illumina mRNA-Seq technology.

## Methods

### Sample collection

Samples were collected from wild-type and mutant plants in the germplasm collection of Grinzane Cavour maintained by CNR-Istituto di Virologia Vegetale di Grugliasco (Torino, Italy).

For molecular marker analysis young leaves were gathered.

To create inventories of gene expression at successive stages of seed formation, three key time points along grape berry development were selected corresponding to stages E-L 15 (single flowers in compact groups), E-L 27 (young berries enlarging) and E-L 38 (berries harvest-ripe) of the modified E-L system described by [36]. Samples were collected for both clones in the following dates: 12th May, 10th June and 16th September 2010. When matched to the number of days from bloom (DFB) shown in [4], these time points could be assigned to two main categories: “before” (E-L 15) and “after” (E-L 27 and 38) fertilization. A detailed description of how sampling dates were matched to DFB is reported in Additional file 1. For each developmental stage two independent samples (biological replicates) were collected. A biological replicate was composed of the whole inflorescence for stage E-L 15 and of the whole bunch for stages E-L 27 and 38.

### Genomic DNA extraction and SSR genotyping of the wild-type and the mutant

Total genomic DNA was extracted from young immature leaves as described by [37]. Fifty-eight SSR (simple sequence repeat) markers, spread across the nineteen chromosomes of grapevine genome, were used to genotype the wild-type and the mutant (Additional file 2). Of this set, twenty SSR markers were previously described by [37], thirty-two SSR markers used by [23] and six SSR markers developed by [24].

PCR amplifications for multiplex panels were carried out in a final volume of 12.5 μl containing 10 ng of genomic DNA, 0.25 mM of each dNTP, 2 mM MgCl_2_, 1.5 U Taq DNA Polymerase (AmpliTaq Gold™, Applied Biosystems, Foster City, CA). The amplification protocol was as follows: 7 min at 95°C; 30 cycles of 45 sec at 95°C, 1 min at 54°C, 30 sec at 72°C; and 1 hour at 72°C. Primers failing to amplify at 54°C were further tested in single panel at different annealing temperatures.

PCR products (0.5 μl) were mixed with 9.3 μl of formamide and 0.2 μl of the GeneScan™ 500 ROX® Size Standard (Applied Biosystems) and 0.5 μl of this mix was subjected to capillary electrophoresis on an ABI PRISM 3130 Genetic Analyzer (Applied Biosystems) to separate DNA fragments. GeneMapper v3.5 (Applied Biosystems) was employed for the allele size estimation.

### RNA extraction

For each sample total RNA extraction was performed from a lot of flowers/berries in triplicate (technical replicates), using the Spectrum™ Plant Total RNA kit (Sigma-Aldrich, St. Louis, MO) following the manufacturer’s protocol. RNA quality and quantity were determined using a Nanodrop 8000 (Thermo Scientific, Wilmington, DE) and a Bioanalyzer 2100 (Agilent, Santa Clara, CA).

### Library preparation and sequencing

For transcriptomic analysis a single biological replicate was used due to economic constraints. Total RNA from the three technical replicates of each sample were pooled for a total six pools representing each developmental stage for the two genotypes.

Libraries were prepared using the TruSeq SBS v5 protocol (Illumina, San Diego, CA). In particular, 10 μg of total RNA were used to isolate poly(A) mRNA after double purification of transcripts using poly(T) oligos attached with magnetic beads. Subsequent mRNA quality control was carried out on a Bioanalyzer 2100 (Agilent). Purified mRNA was fragmented using Zn-catalyzed hydrolysis and converted into double-stranded cDNA by random priming. Following end repair, single “A” base addition to 3′-end, indexed adapters were ligated and cDNA fragments of 200 ± 25 bp were purified. Purified cDNA was amplified by PCR and quality control was done by TOPO cloning and capillary sequencing. The cDNA libraries were quantified and diluted to 10 nM, after which they were multiplexed and sequenced with an Illumina HiSeq 2000 sequencer at Fasteris (Fasteris SA, Switzerland). A hundred-bp paired-end sequences were generated. Image analysis, error estimation and base calling were carried out using Illumina Pipeline (version 1.4.5) to generate the sequence data. Indexed primers were used to identify the different reads from different samples in the sequence data. Some low-quality reads were removed using a custom algorithm. Illumina TruSeq adapter sequences were clipped and the remaining reads were considered suitable for further analysis after passing quality control at Fasteris.

### cDNA sequence alignment and mapping to the reference genome

Short-read alignment and mapping of all the reads were carried on the 12x v1 annotation of the grapevine genome PN40024 [38] using BWA (Burrows Wheeler Aligner) software [39] with a maximum set of 2 mismatches in the first 32 bp sequences and a maximum of “n” mismatches in total (n from 2 to 9 depending on read length). The mapping results were processed with SAMtools [40] to extract for each transcript the number of mapped reads and determine, whether their mapping position is unique. Reads mapping to several positions on the reference sequence with the same “mapping quality” (i.e. number of mismatches and quality of the bases generating the mismatches) were attributed at random to one of them with a “0” mapping quality.

A Python script was developed to determine the distribution of mapped reads among genomic features for the wild-type and the mutant.

### Gene expression analysis

Reads mapped to multiple locations and unmapped reads were excluded from gene expression analysis. Unique reads mapping to v1_mRNA annotated transcripts were summed for each gene model and normalized by million reads (RPM) because of read coverage bias towards 3′ end of transcripts. A lower limit of detection for expression estimate was designated to be an RPM of 0.5 or, if the RPM value was less than 0.5, at least five uniquely mapped reads with identity >98% over 100 bp, as previously described by [35]. The full raw expression dataset is available at GEO under the accession number GSE58061 [http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=ilkdqyqehtcrraz&acc=GSE58061].

We ranked the expression of all identified transcripts by order of magnitude. Briefly, *p*-values were computed to reflect the significance of the difference between two counts (n1 and n2 corresponding to any two library combination out of the six libraries) using a binominal model. The *p*-values were log-transformed in order to allow for greater numerical stability in comparing extreme values. Next all the *p*-values and the ratios of expression between the counts were considered to compute a ranking value for each transcript (Additional file 3).

Raw uniquely mapped read counts for the wild-type and the mutant were independently subjected to differential expression (DE) analysis in a pairwise comparison between developmental stages (E-L 15 vs E-L 27, E-L 27 vs E-L 38 and E-L 15 vs E-L 38) using the software DESeq [41] in R (parameters: false discovery rate (FDR) ≤5%, log2-fold change (FC) >1). Next, DE genes were compared between the wild-type and the mutant. This strategy was preferred to the direct comparison of the two clones at each developmental stage in order to minimize the eventual differences due to asynchronous sampling.

An in-house R script was written to group DE genes with similar expression pattern based on the adjusted *p*-values. By indicating a significant up-regulation with “1”, a significant down-regulation with “-1” and a non-significant difference with “0”, the three comparisons between the developmental stages can be summarized with a triplet, e.g. “1, 0, 1”. This example indicates that there is a significant up-regulation going from the first to the second time point, no significant difference between the second and third time points, and a significant positive difference when comparing the first and last time points. Altogether, 27 different categories can be defined in this way, and 18 of these contain relevant patterns (for example the pattern “1, 1, −1” is impossible). These 18 groups are visualized in Figure 1. Each gene showing at least one significant difference between developmental stages was classified into one of these categories, for both the wild type and the mutant. The number of differentially expressed genes that fell to each pattern were compared between the wild-type and the mutant.

**Figure 1:**
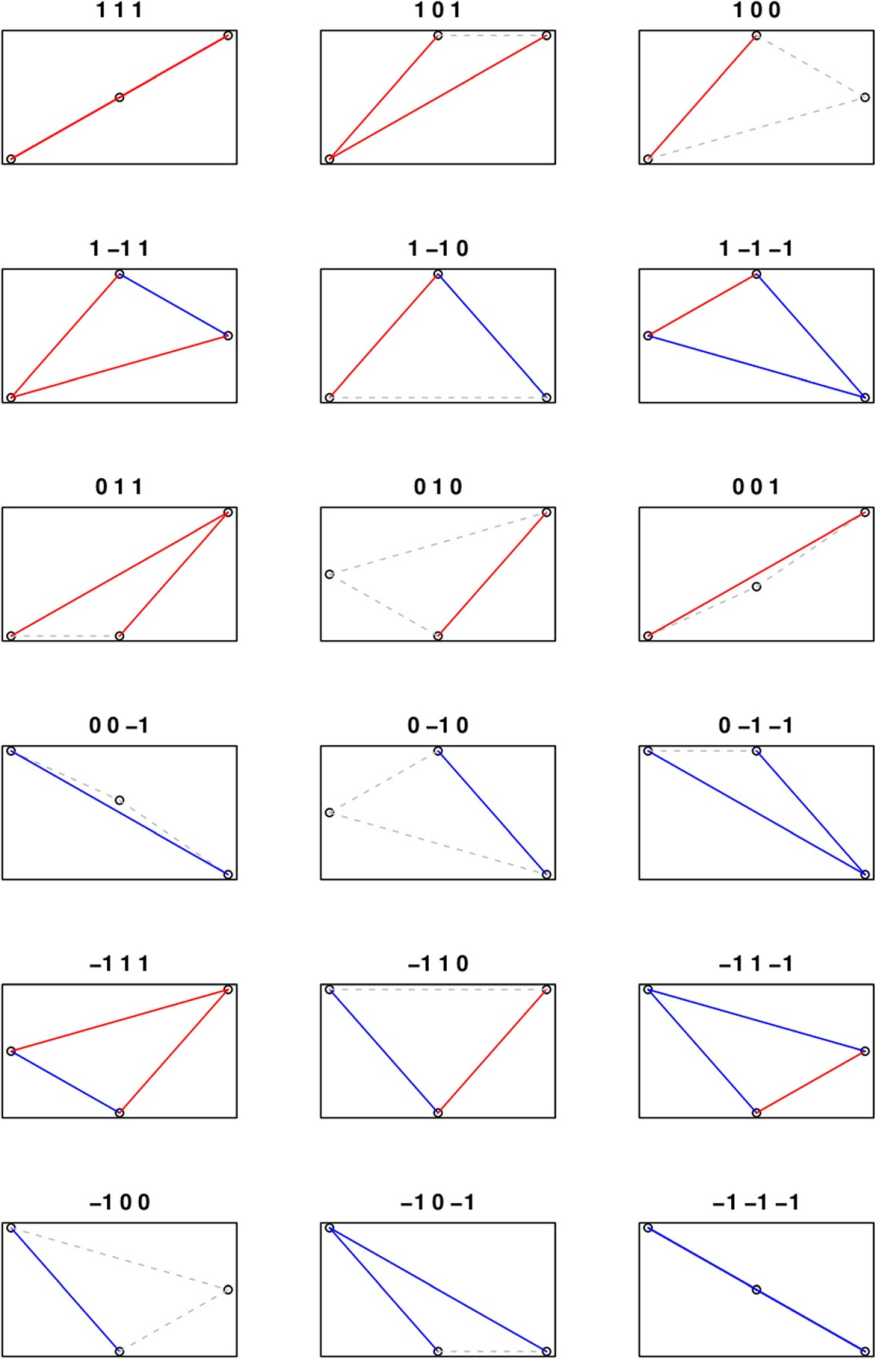
**The eighteen relevant categories of triplets of significance.** A red line indicates a significant up-regulation, a blue line a significant down-regulation, and a gray dashed line a non-significant difference between time points (the first position in the triplet corresponds to the shift from stage E-L 15 to E-L 27, the second position to the shift from stage E-L 27 to E-L 38 and the third position to the shift from stage E-L 15 to E-L 38). All DE genes for both the wild-type and the mutant formed 18 groups of differential expression patterns and the numbers of genes that fell within each group are shown in Table 3. Group 1 contains positively regulated genes along the whole time course; groups 2 and 3 consist of induced genes from stage E-L 15 to stage E-L 27, with no significant change afterwards; groups 4, 5 and 6 contain induced genes from stage E-L 15 to stage E-L 27, followed by a significant decrease in their expression; groups 7, 8 and 9 consist of stable genes from stage E-L 15 to stage E-L 27, with induced expression from stage E-L 15 or E-L 27 to stage E-L 38. Groups 10, 11 and 12 are made up of stable genes from stage E-L 15 to stage E-L 27 with reduced expression from stage E-L 15 or E-L 27 to stage E-L 38; groups 13, 14 and 15 contain repressed genes from stage E-L 15 to stage E-L 27, followed by a significant induction in their expression; groups 16 and 17 contain repressed genes from stage E-L 15 to stage E-L 27, with no significant subsequent change; group 18 contains negatively regulated genes along the whole time course.

### Functional annotation and enrichment analysis

Wild-type and mutant genes were annotated against the v1 version of the 12x draft annotation of the grapevine genome using the CRIBI tools [42] combined with the grapevine molecular network VitisNet [43]. Next all DE genes for both genotypes were input into the AgriGO analysis tool [44]. This allowed us to identify significantly enriched gene ontology (GO) terms in the whole set of DE genes or within each group when compared with GO terms in the complete *Vitis vinifera* genome. Using a hypergeometric test, a GO term was considered significantly enriched, if the FDR was <0.05 and *p*-value <0.01 when compared to all gene transcripts annotated in the reference genome (supported in AgriGO). Further, the REVIGO web server [45] was used to summarize the processes represented in the lists of significantly enriched GO terms by removing redundant terms as described by [35].

### Selection of candidate genes

Candidate genes were chosen belonging to the three following groups:

1. Wild-type and mutant specific not DE genes, i.e. the transcripts which are expressed in the wild-type but not in the mutant and vice versa, with no significant differences between developmental stages. These genes were tested for GO annotation enrichment using AgriGO. Ultimately, genes were selected, if they fulfilled the following criteria: significant GO enrichment, RPM values above the lower limit of detection (0.5) and putative function relevant to seed development;
2. Wild-type and mutant specific DE genes, chosen based on their expression profile, fold change value, functional category enrichment, and putative function relevant to seed development. In addition, candidates were selected among DE genes with different expression profile or level of fold change in the two clones;
3. Candidate genes affecting seed content, previously identified in QTL analyses [23, 46]. These genes were compared with DE genes in the wild-type and the mutant, and the overlapping candidates were evaluated, based on their expression profile and the level of fold change.

### Real-Time PCR validation of RNA-Seq data

Quantitative real-time PCR was carried out on cDNA obtained from both biological replicates described above, one of which was used for RNA-Seq. First-strand cDNA synthesis was performed with 1 μg of total RNA in triplicate using SuperScript™ III Reverse Transcriptase (Invitrogen, Carlsbad, CA) and oligo-dT according to manufacturer’s protocol, after treatment with DNase I (Invitrogen). The transcriptional profiles of 14 genes were analyzed. SAND and GAPDH (glyceraldehyde 3-phosphate dehydrogenase) were chosen as constitutive genes for normalization after evaluation of a set of five genes with the geNorm software [47]. Their stable expression along development in the wild-type and the mutant was confirmed by RNA-Seq data. 

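In the 6 mRNA-Seq libraries, 1 per clone and stage, SAND (VIT_06s0004g02820) lay between 62.8 RPM in wild-type E-L 15 and 74.2 RPM in mutant E-L 38, so that its highest value was 1.18 times its lowest. GAPDH (VIT_17s0000g10430) lay between 2009 RPM in mutant E-L 15 and 2822 RPM in wild-type E-L 27, which is 1.40 times as much. Of the 12764 genes with a mean of at least 10 RPM, 1.65% varied less than SAND and 11.5% less than GAPDH. When the libraries were scaled by DESeq size factors in place of RPM, the highest value was 1.64 times the lowest for SAND and 1.61 times for GAPDH, and 22.0% and 20.9% of those genes varied less.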

Details on gene IDs, gene annotations and primer sets are included in Additional file 4. Reactions were carried out with Platinum SYBR Green qPCR SuperMix-UDG (Invitrogen) and specific primers using the LightCycler 480 (Roche Applied Science, Mannheim, Germany). The PCR conditions were: 95°C for 5 min as initial step, followed by 50 cycles of 95°C for 15 s, 68°C for 30 s and 72°C for 10 s. Finally, a post-PCR melting curve analysis was performed to verify the specificity of cDNA amplification. Each sample was examined in three technical replicates, and analyzed using the LightCycler 480 SV1.5.0 software (Roche Applied Science). REST 2009 software was used to calculate relative expression of each gene [48].

## Results and discussion

### SSR genotyping of the wild-type and the mutant

The two clones were found to have identical allele size at all the fifty-eight analyzed microsatellite loci (Additional file 2). This result further validates the data reported by Schneider et al. [30], confirming that the mutant, usually considered to be a different cultivar, is a synonym of the wild-type.

### cDNA sequence alignment and mapping to the reference genome

Sequencing generated from 126 to 143 million and from 102 to 127 million 100-bp reads for the wild-type and the mutant, respectively (Additional file 5). 

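The values given with the results come from the deposited table of the number of uniquely mapped reads and the RPM of each of 28059 gene models of the 12x annotation in 6 libraries. Each library came from 1 clone at 1 stage (E-L 15, E-L 27 or E-L 38), from RNA of 3 extractions of a single biological replicate, pooled by the authors. Flowers were collected at E-L 15 and berries at E-L 27 and E-L 38 from the wild-type, which sets seeds, and from the mutant, its seedless somatic variant. The authors aligned the reads with BWA, excluded reads with more than 1 position and summed the rest per gene model. Between 70331451 and 98800321 reads per library were counted on genes, which equals the number of reads with a single position in Additional file 5. The 3 wild-type libraries hold 92582632, 90292742 and 98800321 reads in the order of the stages, and the 3 mutant libraries 87999629, 70331451 and 70888044. RPM values equal the counts scaled by this number and are not divided by gene length. A count of 0 allows up to 3 reads, which is 0.0304 to 0.0427 RPM depending on the library.

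A ratio between 2 libraries is the ratio of their RPM values, with a 95% exact conditional binomial (Clopper-Pearson) interval from the 2 counts. These intervals and the limit of 3 reads cover counting error only, and with 1 library per clone and stage there was no replicate check. Against a library with 3 reads or fewer, the ratio was computed against 3 reads and is given as "at least". This bound leaves out the counting error of the other count and, for counts of 1 to 3, that of the count itself. Genes were called between stages within each clone as the Methods describe, with the procedure of DESeq for libraries without replicates, which was rewritten for this purpose. Size factors were taken over the 3 libraries of a clone, the dispersion trend was a local fit to the 2 libraries compared, and the test was the exact negative binomial test. A gene was called at a Benjamini-Hochberg adjusted p-value of at most 0.05 and an absolute log2 fold change above 1. Such calls compare the libraries, not the conditions, and no p-value of a single gene is given from them. The calls were made under 15 settings in all, with other dispersion trends, normalizations, depths, count filters and tests, and for many of the genes named with the results the number of settings that make a call is given.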

After pre-processing and quality control, the majority of reads from wild-type (≈79-81%) and mutant (≈70-81%) were successfully aligned to v1_mRNA version of the 12x draft annotation of the grapevine genome [38]. A large fraction of mapped reads from each developmental stage for wild-type (≈87-89%) and mutant (≈85-87%) aligned to a single position. These uniquely mapped reads account on average for approximately 71% and 66% of the total number of sequenced reads for the wild-type and the mutant, respectively.

Distribution of mapped reads among genomic features showed that a high proportion (49% for both the wild-type and the mutant) mapped to protein coding regions indicating a high level of coverage of actual transcribed sequences (Additional file 6). The other reads mapped to splice junctions (27% and 26%), introns (14% and 16%) and untranslated regions (UTRs) (9% and 7%) for the wild-type and the mutant, respectively. The presence of intronic regions in RNA-Seq experiments is prevalent and has been attributed to various sources such as intron retention during splicing, DNA contamination during RNA-Seq preparation as well as alignment artifacts. Reads mapped to intronic regions in our data set are comparable to those obtained in similar experiments in grapevine [33]. Most of the intronic mapped reads in our data set show strand specificity hence we infer they are mainly due to unspliced mRNA in our samples and others may be due to alignment artifacts.

### Gene expression analysis

The digital, count-based nature of RNA-Seq provided a number of potential advantages for downstream data analysis and interpretation. For every gene detected in wild-type and mutant samples, uniquely mapped reads were used to generate raw expression counts and normalized expression values. The normalized expression values were calculated as RPM since it provides a useful way to assess overall expression levels between samples. Following the normalization of read counts, we analyzed the most abundant transcripts within our samples by ranking them based on their *p*-value and ratio of expression. This in turn highlighted the top most highly expressed genes across all possible pairwise comparisons of the libraries (see Methods and Additional file 7).

Overall our data-set identified approximately 98% of grapevine annotated transcripts (representing 27,495 genes) expressed throughout the three developmental stages under study. 

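By the rule of the Methods, at least 0.5 RPM or, below that, at least 5 uniquely mapped reads, 25284 of the 28059 genes (90.1%) were detected in at least 1 of the 6 libraries. With at least 1 read as the rule, 27495 genes (98.0%) were detected. The alternative that moved the number most was to ask for 0.5 RPM whatever the count, which left 21919 genes.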

We detected a gene expression gradient from “before flowering” to “after flowering”, i.e. for wild-type E-L 15 (25,785 expressed genes) > E-L 27 (25,706 expressed genes) > E-L 38 (24,822 expressed genes) and for mutant E-L 15 (25,848 expressed genes) > E-L 27 (25,197 expressed genes) > E-L 38 (24,089 expressed genes) (Additional file 8). 

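Under the detection rule of the Methods, 23697, 23796 and 22539 genes were detected in the wild-type libraries of E-L 15, E-L 27 and E-L 38, and 23724, 23064 and 21485 in the mutant libraries. In the mutant the number fell at each stage under this rule, with at least 1 read, and with 0.5 RPM alone (20165, 19895 and 17828 genes). In the wild-type the order of the first 2 stages depended on the rule. With at least 1 read, the wild-type counts were 25785, 25706 and 24822, highest at E-L 15, whereas with 0.5 RPM alone they were 20088, 20204 and 18524, highest at E-L 27, as under the rule of the Methods.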

To put these results into perspective, slightly more genes were expressed before fertilization in the mutant than in the wild-type and by far more genes were expressed after fertilization in the wild-type than in the mutant. 

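At E-L 15, 27 more genes were detected in the mutant than in the wild-type under the rule of the Methods, and 63 more with at least 1 read. At E-L 27 and E-L 38, 732 and 1054 more genes were detected in the wild-type under the rule of the Methods, from libraries with more reads. Each library was therefore thinned at random to the number of reads of the smallest one. At this equal depth and with at least 1 read, 315 more genes were detected in the wild-type at E-L 27 and 416 more at E-L 38, while 77 more were detected in the mutant at E-L 15. At equal depth and by the rule of the Methods, the wild-type had 414 more genes at E-L 27 and 565 more at E-L 38. Most genes with a read in only 1 of the clones were near the limit of detection. Of the 1368 genes with a read in wild-type E-L 38 and none in mutant E-L 38, 900 had 3 reads or fewer and 50 reached 0.5 RPM. Of the 635 genes with a read in mutant E-L 38 only, 541 had 3 reads or fewer and none reached 0.5 RPM.

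**Figure D1:**
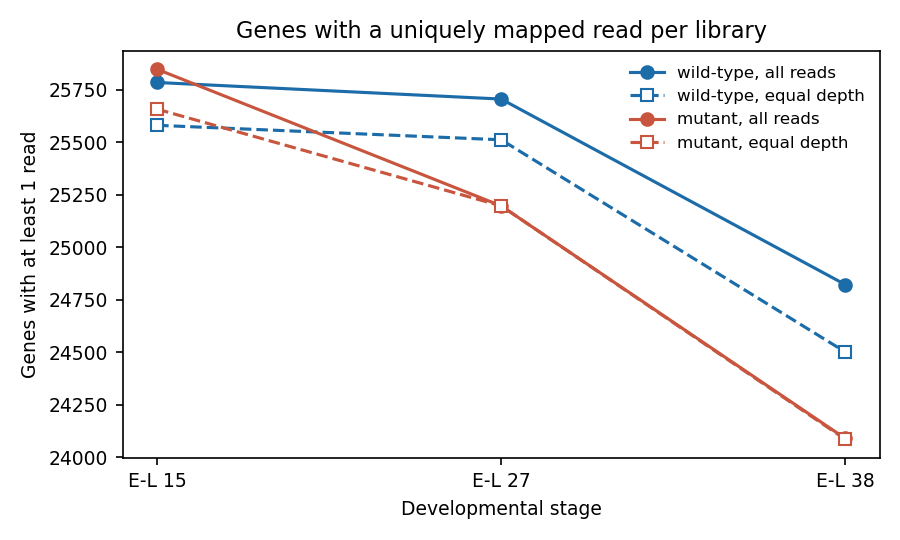
Genes with at least 1 uniquely mapped read (vertical axis, which does not start at 0) at the 3 developmental stages (horizontal axis) in the wild-type and the mutant, 1 library per point. Solid lines use all reads and dashed lines each library thinned to 70331451 reads; at E-L 38 the wild-type point lies 733 genes above the mutant point with all reads and 416 above it at equal depth.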

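By the rule of the Methods, 21414 genes were detected at each of the 3 stages of the wild-type and 20591 at each stage of the mutant. At 1 stage of a clone alone, the rule gave 524, 461 and 475 genes at E-L 15, E-L 27 and E-L 38 of the wild-type and 804, 326 and 324 at the same stages of the mutant. With at least 1 read in libraries thinned to equal depth, 23306 genes were detected at all stages of the wild-type and 23012 at all stages of the mutant. The genes of a single stage then numbered 623, 477 and 414 in the wild-type and 739, 378 and 377 in the mutant.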

In the wild-type and the mutant 23,640 and 23,072 genes were expressed in all three developmental stages, respectively (Figure 2). While it is not surprising the comparable number of genes shared by the three developmental stages in each clone, it is interesting to note that fewer genes were expressed specifically at each developmental stage: 586, 430 and 421 genes at stages E-L 15, E-L 27 and E-L 38 in the wild-type (Figure 2A) and 802, 337 and 351 genes at respective stages in the mutant (Figure 2B), which further highlights a reduction in gene expression in the mutant compared to the wild-type after fertilization. Thus we assessed what proportion of the expressed genes were common to both clones in the different stages and found that large number of expressed genes were shared among the wild-type and the mutant throughout development. In particular, 22,516 genes were commonly expressed in both clones in all three developmental stages (Table 1), 24,084 in the first two stages E-L 15 and E-L 27 (Additional file 9A) and 22,790 in the last two stages E-L 27 and E-L 38 (Additional file 9B). This was expected based on the phenotypic evaluation of the two clones that revealed similar berry development and ripening (they were at the same developmental stage in the same date). Nevertheless, a fewer number of genes were exclusively expressed in a particular developmental stage and clone (Table 1), suggesting they could be responsible for the specificity of each clone. 

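Under the rule of the Methods, 20276 genes were detected in all 6 libraries, which is 80.2% of the genes detected in any. In both clones, 22227 genes were detected at E-L 15 and E-L 27, and 20524 at E-L 27 and E-L 38. Thinning every library to equal depth lowered the number shared by all 6 libraries to 20058.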

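Genes with a read in 1 library only numbered 183, 187 and 169 at the 3 stages of the wild-type and 190, 70 and 97 at those of the mutant. Their median count was 2 reads in wild-type E-L 27 and 1 read in each of the other libraries. In wild-type E-L 15, E-L 27 and E-L 38, 9, 37 and 23 of these genes had 5 reads or more, and 0, 6 and 4 reached 0.5 RPM. In the 3 mutant libraries, 7, 0 and 1 had 5 reads or more and none reached 0.5 RPM. Under the rule of the Methods, 149, 202 and 209 genes were detected in a single wild-type library and 141, 41 and 39 in a single mutant library.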

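Of the 28059 genes, 2775 did not meet the detection rule of the Methods in any of the 6 libraries, and 564 had no read in any.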

Finally, a total of 565 genes were not expressed at all (Table 1). This set of genes could be genotype-specific and restricted to the grapevine clone PN40024 used for reference mapping.

**Figure 2:**
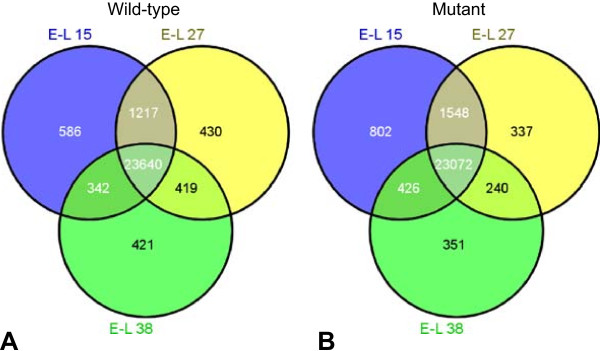
**Gene expression overlap between the three key developmental stages in wild-type and mutant plants.** Venn diagrams indicate the overlap of global gene expression signatures identified at stages E-L 15 (single flowers in compact groups), E-L 27 (young berries enlarging) and E-L 38 (berries harvest-ripe) of the wild-type **(A)** and mutant **(B)** genotypes.

**Table 1:** **Comparison of gene expression between the wild-type and the mutant**

	Wild-type			Mutant		
Developmental stage	E-L 15	E-L 27	E-L 38	E-L 15	E-L 27	E-L 38
Genes expressed in all developmental stages in the two clones (common genes)	22516	22516	22516	22516	22516	22516
Exclusively uniquely expressed genes for each developmental stage	183	187	169	190	70	97
Non-detected expression for each developmental stage	1145	1224	2108	1082	1733	2841
Constitutively non-expressed genes in the two clones	565	565	565	565	565	565

The results of differential gene expression analysis of RNA-Seq data in the pairwise comparison between developmental stages are shown in Figure 3. In total 1075 genes were differentially expressed (DE) in both clones. 

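In the wild-type, 637 genes were called between E-L 15 and E-L 27 (238 up and 399 down), 891 between E-L 27 and E-L 38 (203 up and 688 down) and 1049 between E-L 15 and E-L 38 (288 up and 761 down). In at least 1 of these comparisons, 1668 genes were called. The counts depended on the settings of the procedure, and the setting that moved them most was edgeR's exact test with an assumed biological coefficient of variation of 0.4, which called 7616 genes. Between E-L 15 and E-L 27, a single dispersion trend from the 3 wild-type libraries left 78 genes. With 3 settings that the fold changes and p-values in the paper imply, chosen after seeing the data (size factors over all 6 libraries, a dispersion corrected for its bias with 2 libraries, and a 2-sided p summed over outcomes no more probable than the observed one), 524, 335 and 367 genes were called in the 3 comparisons and 908 in any.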

With respect to the wild-type a total of 942 genes were found to be differentially expressed during development: 522 between stages E-L 15 and E-L 27, 354 between stages E-L 27 and E-L 38 and 393 between stages E-L 15 and E-L 38 (Figure 3A). 

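In the mutant, 597 genes were called between E-L 15 and E-L 27 (166 up and 431 down), 760 between E-L 27 and E-L 38 (151 up and 609 down), 856 between E-L 15 and E-L 38 (165 up and 691 down) and 1482 in any of them. With the 3 settings that the paper's fold changes and p-values imply, 465, 174 and 55 genes were called, and 629 in any. After all libraries had also been thinned to the gene counts of the smallest, an alternative chosen after seeing the data, 177 genes were called between E-L 15 and E-L 38 in the mutant and 328 in the wild-type.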

For the mutant a total of 634 DE genes were identified: 458 between stages E-L 15 and E-L 27, 191 between stages E-L 27 and E-L 38 and 41 between stages E-L 15 and E-L 38 (Figure 3B). Analysis of data set overlap (Additional file 10) revealed that about 47% of the total DE genes (501/1075) were expressed in both the wild-type and the mutant (commonly shared expression), which supports the developmental alignment of the two clones. More strikingly, the percentage of DE genes specific to the wild-type with respect to all three developmental stages is 41% (441/1075), while for the mutant it is 12% (133/1075). 

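Of the 1963 genes called in either clone, 1187 (60.5%) were called in both, 481 (24.5%) in the wild-type only and 295 (15.0%) in the mutant only. No gene was called in opposite directions in the same comparison of the 2 clones, except for 16 calls under edgeR's exact test with the assumed coefficient of variation. With 1 dispersion trend from all 6 libraries for both clones, 378 genes were called in the wild-type only and 370 in the mutant only. The 3 settings implied by the reported values gave 405 genes in the wild-type only, 126 in the mutant only and 503 in both. A call in 1 clone and not in the other does not show that the clones differ, which was not tested. Among the 481 genes called in the wild-type only, 430 (89.4%) changed more than 2 times in the same direction in the mutant and 10 more than 2 times in the opposite direction. Among the 295 called in the mutant only, 287 (97.3%) changed more than 2 times in the same direction in the wild-type and 1 in the opposite direction. From the share of genes called in both clones, the paper reasons that the clones were aligned in their development.

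**Figure D2:**
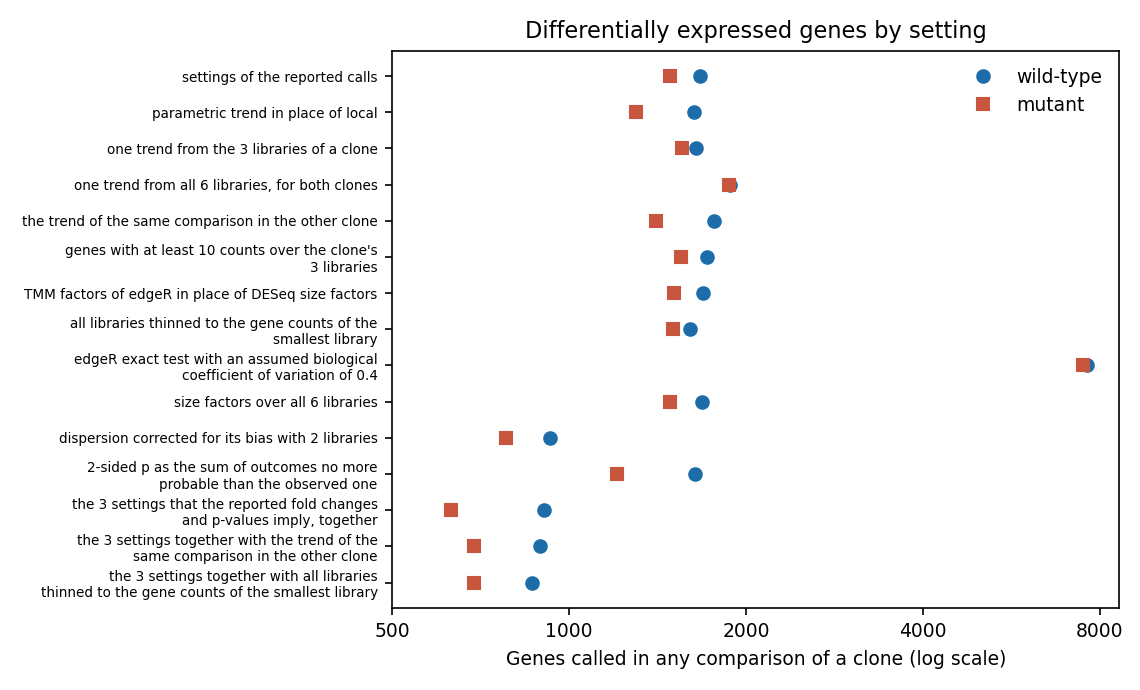
Genes called in any of the 3 comparisons between stages (horizontal axis, log scale) in the wild-type and the mutant under each of the 15 settings (vertical axis), 1 point per clone. The wild-type point lies to the right of the mutant point under every setting, by 8 genes with 1 trend from all 6 libraries and by 428 with the summed 2-sided p.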

We further evaluated the percentage of significantly up-regulated and down-regulated genes in each pairwise comparison in both the wild-type and the mutant. 

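Averaged over the 3 comparisons, 70.8% of the called genes were lower at the later stage in the wild-type and 77.7% in the mutant. Under the 15 settings, the wild-type share lay between 63.2% and 77.5% and the mutant share between 54.9% and 85.2%. The mutant share was the higher one under every setting except the 3 settings implied by the reported values and these with the trend of the other clone, where it was 54.9% and 57.3% against 68.6% and 68.5% in the wild-type.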

On average approximately 67% of DE genes in the wild-type and 75% of DE genes in the mutant were down-regulated along development, while 33% and 25% of DE genes were induced in the wild-type and the mutant, respectively (Table 2). Taken together these results suggest that most of the expressed genes were active in different contexts along the grape berry developmental gradient (Table 1). However, significant quantitative changes occurred in individual gene expression level that corresponds to a particular stage or switch in development during seed formation. Here the mutant exhibited the strongest reduction in gene expression after fertilization (Additional file 8). It is tempting to speculate that it might be due to shut down in transcriptional processes resulting from incomplete fertilization or failure of embryo development. However, further work will be necessary to test this hypothesis.

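The number of genes between 10 and 200 RPM fell from 11748 at E-L 27 to 9869 at E-L 38 in the wild-type and from 11583 to 9412 in the mutant. The number above 200 RPM was 890 and 861 at E-L 38. Between E-L 27 and E-L 38, 35.0% of the genes were at least 2 times lower and 16.3% at least 2 times higher in the wild-type, against 37.7% and 15.1% in the mutant. RPM values add up to the same total in every library, and the median log2 change of all genes between these stages was -0.38 in the wild-type and -0.46 in the mutant. DESeq size factors over all 6 libraries raise each ratio of E-L 38 to E-L 27 by 0.34 on the log2 scale in the wild-type and by 0.43 in the mutant. These factors are themselves medians of ratios over genes, so that they remove most of this median change by construction. Whether the change comes from the scaling is therefore not decided. Between the clones, 111 genes were more than 2 times lower and 39 more than 2 times higher in the mutant at E-L 15, 368 and 71 at E-L 27, and 1081 and 249 at E-L 38, among genes with a mean of at least 1 RPM in the 2 libraries and with 0.5 RPM added to each value. The mutant E-L 38 library had 29.7% unmapped and 20.7% intronic reads, against at most 21.0% and 14.8% in the others. Its quality may therefore add to the differences at this stage. The paper speculates that the lower number of genes in the mutant after fertilization might come from a shut down of transcription that follows incomplete fertilization or a failure of the embryo, and states that this needs further work.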

**Figure 3:**
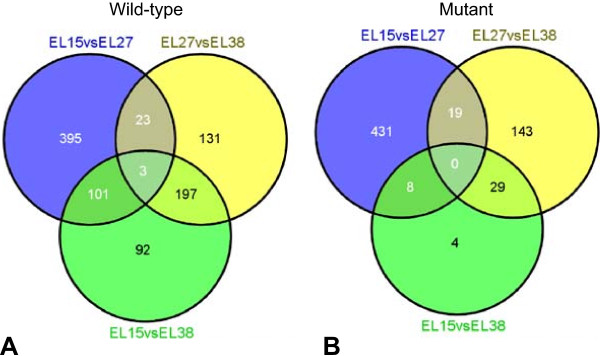
**Comparison of differential gene expression in the pairwise comparison of developmental stages in wild-type and mutant plants.** Venn diagrams indicate overlap of all differentially expressed genes obtained from each pairwise comparison between developmental stages (E-L 15 vs E-L 27, E-L 27 vs E-L 38 and E-L 15 vs E-L 38) in wild-type **(A)** and mutant **(B)**.

**Table 2:** **Evaluation of significantly up- and down-regulated genes in each pairwise comparison between developmental stages**

	Wild-type						Mutant					
Pairwise comparison	E-L 27 vs E-L 15	Percentage	E-L 38 vs E-L 27	Percentage	E-L 38 vs E-L 15	Percentage	E-L 27 vs E-L 15	Percentage	E-L 38 vs E-L 27	Percentage	E-L 38 vs E-L 15	Percentage
Down-regulated genes	332	63.6	256	72.3	256	65.1	327	71.4	136	71.2	34	82.9
Up-regulated genes	190	36.4	98	27.7	137	34.9	131	28.6	55	28.8	7	17.1
Total	522		354		393		458		191		41	

Finally, we determined the expression pattern of all DE genes over the three developmental stages under investigation using the technique described in the Methods. This approach revealed transcripts from a pool of DE genes that exhibit the same patterns of expression over the three developmental stages. We present here 18 relevant groups (Figure 1). The wild-type and the mutant exhibited similar differential expression pattern except in groups 6, 10 and 18. Four main groups (3, 11, 12 and 16), accounted for about 67% of the DE genes along the three developmental stages of the wild-type. Similarly, groups 3, 11 and 16 accounted for 87% of DE genes in the mutant (Table 3). Additionally the analysis of expression pattern of all DE genes enabled us to identify relevant groups showing significant difference in the number of DE genes between the two clones, such as groups 2, 9, 10, 12 and 17 (Table 3).

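From the calls made here, groups 3, 11, 12 and 16 held 144, 170, 444 and 213 genes of the wild-type, together 58.2% of its called genes. In the mutant, groups 3, 11 and 16 held 118, 177 and 248 genes (36.6%), and group 12 held 390. With the 3 settings implied by the reported values, the first 4 groups held 69.3% of the genes of the wild-type, and groups 3, 11 and 16 held 85.5% of those of the mutant.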

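Groups 2, 9, 10, 12 and 17 held 33, 90, 131, 444 and 166 called genes of the wild-type and 13, 59, 119, 390 and 165 of the mutant. The 3 settings implied by the reported values gave 14, 43, 32, 127 and 84 genes of the wild-type and 4, 7, 1, 5 and 7 of the mutant, so that the difference between the clones was larger in groups 9, 10, 12 and 17 and smaller in group 2. Group 17 is counted here as the triplet with calls down from E-L 15 to E-L 27 and from E-L 15 to E-L 38, as Fig. 1 draws it, while Table 3 prints the latter call as up.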

**Table 3:** **Number of genes in each group of differential expression patterns for the wild-type and the mutant**

Number of groups	Gene pattern	Number of genes (Wild-type)	Number of genes (Mutant)
1	111	0	0
2	101	13	4
3	100	155	112
4	1-11	0	0
5	1-10	21	15
6	1-1-1	1	0
7	011	66	26
8	010	30	25
9	001	58	4
10	00-1	34	0
11	0-10	101	118
12	0-1-1	131	3
13	−111	0	0
14	−110	2	4
15	−11-1	0	0
16	−100	240	319
17	−101	88	4
18	−1-1-1	2	0

### Functional enrichment analysis

To assess the biological meaning of the wild-type and the mutant differential expression pattern, we examined representation of GO terms in the whole set of DE genes and within each of the eighteen groups.

When considering the whole set of DE genes the most striking difference between the two clones was the wild-type specific enrichment in GO terms related to reproduction, such as anther wall tapetum development, cell division and microsporogenesis (Additional file 11).

When considering the DE gene in each of the eighteen groups, for the wild-type we detected a number of significantly enriched GO terms in groups 3, 11, 12, 16 and 17, whereas in the mutant significantly enriched GO terms were found only in groups 11 and 16 (however, many of the GO terms in the wild-type group 17 were present in the mutant group 16) (Additional file 12). For example, we observed a specific significant enrichment of positively regulated (from stage E-L 15 to stage E-L 27) functional categories in the wild-type group 3, for which the genes were mainly related to cell wall modification. Here stage E-L 27 corresponded to “after fertilization”, a phase of berry development mainly characterized with extensive cell division. Perhaps it is likely that these genes were highly active in the wild-type and may have played important role in cell wall re-assembly to encourage cell division during seed formation and embryo development.

### Real-time PCR validation of RNA-Seq data

To confirm the results obtained by RNA-Seq, relative expression profiles of 14 genes were analyzed by real-time PCR in the wild-type and the mutant. The tested genes encoded enzymes involved in cell wall metabolism, transcription factors from different families (MYB, MADS-box, PHD and AS2) and molecules playing a role in signaling, including hormone-mediated signaling. For both clones and all genes, the real-time PCR results were consistent with the expression profiles determined from RNA-Seq data. Seven genes had similar expression profiles in the wild-type and the mutant, while the expression of the remaining 7 genes ranged from slightly different to completely opposite which suggests that some pathways may be altered in the seedless phenotype (Figure 4). 

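In the mRNA-Seq libraries, the 14 genes make 42 comparisons between stages of a clone pair, and in 38 of them the ratio went in the same direction in both clones, whatever its size. The direction was opposite in 3 comparisons of 3 genes. The pectinesterase gene VIT_11s0016g03020 was 1.83-fold higher (95% interval 1.75 to 1.91) at E-L 27 than at E-L 15 in the wild-type and 1.35-fold lower (95% interval 1.27 to 1.44) in the mutant. SEEDSTICK (VIT_18s0041g01880) was 2.03-fold lower (95% interval 1.95 to 2.12) at E-L 38 than at E-L 27 in the wild-type and 2.49-fold higher (95% interval 2.29 to 2.72) in the mutant. For ERF9 (VIT_12s0028g03270), E-L 38 was 1.58-fold higher (95% interval 1.50 to 1.65) than E-L 27 in the wild-type and 1.12-fold lower (95% interval 1.07 to 1.17) in the mutant; with DESeq size factors the mutant value was 1.20-fold higher (95% interval 1.15 to 1.26). The other comparison, of the pectate lyase gene VIT_01s0026g01680 between E-L 15 and E-L 38, rests on 2 reads or fewer in each library and has no ratio.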

In most cases biological replicates showed a consistent expression profile.

**Figure 4:**
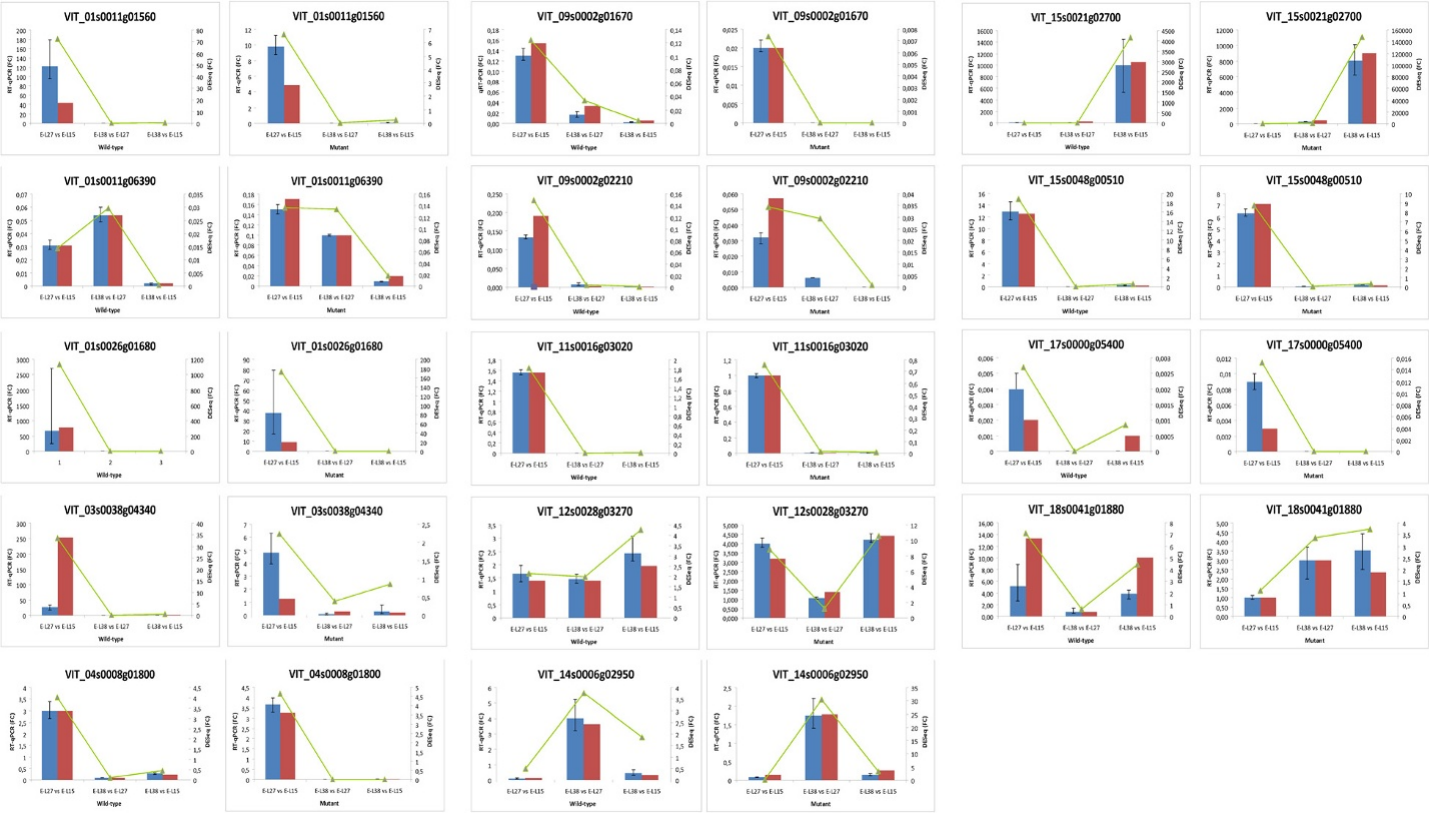
**Quantitative real-time PCR validation of RNA-Seq data.** Relative expression profile of 14 genes shows the expression fold change (FC) in the pairwise comparison between developmental stages for the wild-type and the mutant. Histograms represent expression fold changes as assessed by real-time PCR (by using REST), data are reported as means ± SE of three technical replicates (left axis). Green lines represent expression fold changes as assessed by RNA-Seq (by using DESeq, right axis). Blue column with error bar corresponds to the first biological replicate, while red column corresponds to the second biological replicate on which RNA sequencing was carried out.

### Selection of candidate genes

In this work gene expression analysis highlighted several genes with common and contrasting expression profiles in the two clones, which may contribute to trait variation (seed content, and the resulting berry size, are the only phenotypic differences between the two somatic variants). Therefore, in order to narrow down to specific genes whose expression and effect were altered in the seedless phenotype, we have applied the criteria described in Methods. This allowed us to select a number of candidate genes for the seedless phenotype, which are listed in Table 4 and described hereafter. Among them are genes required for fertility, cell growth and development, transcription factors and signaling molecules.

**Table 4:** **Candidate genes for seed content that have altered expression in the wild-type and the mutant**

Gene ID	Wild-type gene expression (RPM)			Mutant gene expression (RPM)			Wild-type fold change			Mutant fold change			Gene enrichment	Annotation
	E-L 15	E-L 27	E-L 38	E-L 15	E-L 27	E-L 38	E-L 27 vs E-L 15	E-L 38 vs E-L 27	E-L 38 vs E-L 15	E-L 27 vs E-L 15	E-L 38 vs E-L 27	E-L 38 vs E-L 15		
Non-DE genes specific to the wild-type														
VIT_09s0002g01980	0.5	0.7	0.2	0	0	0								Myosin-like protein XIK
VIT_15s0048g01070	0.01	0.01	1.2	0	0	0								Vacuolar iron transporter 1
VIT_04s0044g01520	0	0.8	0	0	0	0								GA 20-oxidase 2
VIT_08s0058g01200	0	0.4	0	0	0	0							sig	Alpha-expansin 2
Non-DE genes specific to the mutant														
VIT_13s0106g00290	0	0	0	0.01	0	0.1								Histone deacetylase HDA14
VIT_03s0088g00900	0	0	0	0	0.1	0.01								Pathogenesis-related protein 1B
VIT_14s0006g00050	0	0	0	0.1	0	0								Transposase, IS4
Common genes differentially regulated in wild-type and mutant														
VIT_01s0026g01680	0.02	24.6	0	0.01	1.9	0	1,133	0	nd	172.5	nd	nd	sig	Pectate lyase
VIT_05s0020g04850	1.0	2.4	89.1	0.9	0.9	101.8	nd	nd	113.1	nd	153.3	nd	sig	H1flk
VIT_15s0021g02700	0.3	7.4	1,103	0	2.0	1,396	nd	nd	4,154	inf	nd	nd	sig	Beta-expansin (EXPB4)
VIT_15s0048g00510	9.1	170.5	4.4	8.8	74.9	2.4	18.8	nd	nd	8.7	nd	nd		Pectinesterase family
VIT_15s0021g02170	631.1	3.1	0.3	81.4	0.2	0.4	0.005	nd	0.0006	0.003	nd	nd		Chalcone and stilbene synthase
VIT_18s0089g00140	40.7	0.2	2.7	3.5	0	8.0	0.004	nd	nd	0	nd	nd		1,4-beta-mannan endohydrolase
VIT_19s0015g00960	150.2	0.7	0	59.3	0.1	0.1	0.004	nd	0	0.002	nd	nd		ABC transporter G member 4
VIT_18s0001g01760	969.1	8.1	0.04	854.3	3.2	1.0	0.008	nd	0.00005	0.004	nd	nd		PISTILLATA (PI) floral homeotic protein
VIT_18s0001g13460	107.1	13.8	0	84.4	7.9	0.1	0.1	nd	0	0.1	nd	nd		MADS-box AP3
Differentially expressed genes specific to the wild-type														
VIT_01s0011g06390	29.9	0.4	0.01	3.2	0.4	0.04	0.01	nd	0.0004	nd	nd	nd	sig	MALE STERILITY 1
VIT_08s0007g07100	20.5	0.8	0.02	3.7	0.06	0.04	0.04	nd	nd	nd	nd	nd	sig	MALE STERILITY 2
VIT_07s0005g05680	17.6	0.2	3.5	4.0	0.2	0.04	0.009	nd	nd	nd	nd	nd		MALE STERILITY 5
VIT_07s0005g05720	29.3	1.6	2.3	14.5	2.6	1.2	0.06	nd	nd	nd	nd	nd		MALE STERILITY 5
VIT_15s0107g00550	172.2	19.7	21.8	111.7	26.7	2.5	0.1	nd	nd	nd	nd	nd	sig	MALE STERILITY 5
VIT_19s0014g03940	7.7	0.2	0.06	4.5	0.3	0.06	0.02	nd	nd	nd	nd	nd		SPOROCYTELESS
VIT_12s0142g00040	49.6	2.6	0.07	12.5	0.7	0.08	0.05	nd	0.002	nd	nd	nd		Glycerol-3-phosphate acyltransferase 1
VIT_00s1404g00010	17.5	22.6	0.04	18.1	14.6	0.04	nd	0.002	nd	nd	nd	nd	sig	Calmodulin-binding
VIT_01s0026g01420	22.2	58.8	0.3	22.8	57.2	0.2	nd	0.007	nd	nd	nd	nd		Wall-associated kinase 4
VIT_06s0061g00730	406.0	887.8	0.3	423.5	1,138	0.2	nd	0.0004	0.0009	nd	nd	nd		Aquaporin GAMMA-TIP3/TIP1;3
VIT_18s0001g13200	31.7	143.9	0.3	38.7	110.9	0.5	nd	0.003	nd	nd	nd	nd		Cytokinin dehydrogenase 5 precursor
VIT_05s0094g00330	0.9	16.2	969.7	0.9	4.2	712.2	17.6	nd	1,332	nd	nd	nd		Chitinase, class IV
VIT_10s0003g03030	0.02	6.5	0.4	0.06	0.5	0.6	300.4	nd	nd	nd	nd	nd		Cation/hydrogen exchanger (CHX15)
VIT_01s0011g01560	0.2	14.2	0.07	0.4	2.4	0.07	72.6	nd	nd	nd	nd	nd		TRANSPARENT TESTA16
VIT_18s0001g03010	0	1.5	0	0	0.2	0	inf	nd	nd	nd	nd	nd		BZIP transcription factor
VIT_18s0041g01880	9.5	67.4	33.2	9.8	10.7	26.7	7.1	nd	nd	nd	nd	nd	sig	MADS-box protein SEEDSTICK
VIT_03s0038g04340	0.2	6.9	0.07	0.3	0.6	0.2	33.7	nd	nd	nd	nd	nd		FERONIA receptor-like kinase
VIT_17s0000g08110	1.1	23.1	0.01	0.2	1.4	0	20.1	0.0006	nd	nd	nd	nd		Nodulin MtN3
VIT_17s0000g09000	0.8	0.4	36.3	0.5	0.009	0.04	nd	125.8	nd	nd	nd	nd		Oleosin OLE-2
VIT_07s0151g00640	12.4	5.2	453.2	17.9	3.0	1.1	nd	109.3	nd	nd	nd	nd		Globulin-1 S allele precursor
VIT_14s0128g00200	0.04	0.1	42.5	0.09	0	0	nd	540.1	1,242	nd	nd	nd		7S globulin precursor
VIT_13s0067g01250	0.06	0.1	26.0	0.02	0	0	nd	330.4	506.5	nd	nd	nd		Em protein GEA6 (EM6)
VIT_14s0108g00520	0	0.2	89.3	0.03	0.09	0.03	nd	637.6	inf	nd	nd	nd		Protease inhibitor/seed storage/lipid transfer protein (LTP)
VIT_16s0039g00220	0.4	0.2	25.2	0.3	0.1	0.7	nd	192.0	nd	nd	nd	nd		Aquaporin BETA-TIP
VIT_07s0005g05400	0	0.08	22.1	0.05	0	0	nd	360.2	inf	nd	nd	nd		ABSCISIC ACID-INSENSITIVE protein 3 (ABI3)
VIT_19s0014g04130	0.7	0.2	23.6	0.3	0.4	6.4	nd	179.8	nd	nd	nd	nd		Serine/threonine-protein kinase receptor ARK3
VIT_18s0001g01570	0.2	0.5	265.1	0.3	0.07	0.3	nd	631.3	1,548	nd	nd	nd		Seed maturation protein PM31
VIT_14s0128g00340	0.1	0.08	17.0	0.1	0	0	nd	277.3	nd	nd	nd	nd		Seed maturation protein PM34
VIT_04s0008g01610	0	0.3	176.8	0	0	0	nd	776.9	inf	nd	nd	nd		Heat shock protein 17.6 kDa class II
Differentially expressed genes specific to the mutant														
VIT_14s0219g00270	20.3	2.5	0.08	21.6	0.5	0.08	nd	nd	nd	0.03	nd	nd		TEL1 (Terminal EAR1-like 1)
VIT_12s0059g00560	14.6	1.1	1.1	17.8	0.6	0.4	nd	nd	nd	0.04	nd	nd		Fimbrin 2
VIT_04s0008g04980	15.5	2.7	0.2	10.1	0.3	0.06	nd	nd	nd	0.03	nd	nd		Boron transporter-like protein 4
VIT_09s0002g01670	9.0	1.1	0.03	11.8	0.09	0	nd	nd	nd	0.007	nd	nd		Myb domain protein 26
VIT_09s0002g01370	13.2	1.3	0.2	14.0	0.3	0	nd	nd	nd	0.02	nd	nd		AP2 AINTEGUMENTA
VIT_14s0006g02950	25.4	12.6	37.4	53.1	5.4	123.3	nd	nd	nd	0.1	nd	nd		LATERAL ORGAN BOUNDARIES protein 41
VIT_15s0046g03080	3.4	0.9	0.02	2.9	0	0	nd	nd	nd	0	nd	nd		DTA2 (downstream target of AGL15 2)
VIT_12s0134g00240	17.7	36.7	21.5	9.7	77.1	22.7	nd	nd	nd	8.1	nd	nd		Avr9/Cf-9 rapidly elicited protein 20
VIT_12s0028g03270	14.2	30.5	48.0	7.3	62.5	55.7	nd	nd	nd	8.8	nd	nd		Ethylene-responsive transcription factor 9
VIT_16s0013g00950	1.8	5.1	2.1	1.1	22.1	0.4	nd	nd	nd	20.5	nd	nd		Ethylene-responsive transcription factor ERF105
VIT_16s0013g00990	2.4	5.0	0.7	1.2	18.6	0.4	nd	nd	nd	16.1	nd	nd		Ethylene-responsive transcription factor ERF105
VIT_16s0013g01050	3.1	6.3	1.1	1.8	23.3	0.3	nd	nd	nd	13.2	nd	nd		Ethylene-responsive transcription factor ERF105
VIT_16s0013g01120	3.2	13.2	63.7	3.1	29.5	49.1	nd	nd	nd	9.8	nd	nd		Ethylene-responsive transcription factor ERF105

*Abbreviations* *: nd* not detected in a pairwise comparison, *inf* infinity (when the mean of one stage in a pairwise comparison is the denominator with value 0), *sig* significant.

#### Non-differential transcriptional processes specific to the wild-type and mutant backgrounds

### Non-DE genes specific to the wild-type

Within this category very few genes met the RPM selection criteria, however many genes were significantly enriched and some of them had a putative functional role relevant to seed development. 

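Of the genes with reads in the wild-type only, the myosin-like protein XIK gene (VIT_09s0002g01980) had 44, 62 and 15 reads at E-L 15, E-L 27 and E-L 38 of the wild-type, up to 0.687 RPM, and was at least 16.1-fold lower in the mutant at E-L 27. The vacuolar iron transporter 1 gene (VIT_15s0048g01070) had 118 reads (1.19 RPM) at E-L 38 and 1 read at each earlier stage. The GA 20-oxidase 2 gene (VIT_04s0044g01520) had 71 reads (0.786 RPM) and the alpha-expansin 2 gene (VIT_08s0058g01200) 36 reads (0.399 RPM), both at E-L 27 alone. None of the 4 genes had a read in any mutant library. GA 20-oxidase 2 was called under 8 of the 15 settings from E-L 15 to E-L 27 in the wild-type. The alpha-expansin 2 gene was called there only by edgeR's exact test with the assumed coefficient of variation. That test alone also called the iron transporter gene, from each earlier stage to E-L 38. The XIK gene was called under no setting.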

We selected four genes that play roles in cellular process, transport and signaling.

Among cellular process genes, VIT_09s0002g01980 encodes the myosin-like protein XIK, which is involved in actin organization and biogenesis as well as actin-driven movement [43]. Among transporters, the gene VIT_15s0048g01070 encodes the vacuolar iron transporter 1 protein, implicated in iron transport and storage [43]. In seeds, iron has been demonstrated to be essential for *Arabidopsis* embryo development [49]. Among the signaling genes are VIT_04s0044g01520 and VIT_08s0058g01200. VIT_04s0044g01520 encodes GA 20-oxidase 2, which is involved in gibberellic acid biosynthesis, whereas VIT_08s0058g01200 codes for the alpha-expansin 2 protein that participates in auxin-mediated signaling pathway as well as regulating cell growth [43].

### Non-DE genes specific to the mutant

All the genes that fell within this category did not meet the RPM selection criteria described in the Methods and did not have defined function when annotated; meaning that, many of them returned no hit upon functional annotation. Nevertheless, we noticed a few genes whose functional roles could be implicated in seed development. They included the histone deacetylase *HDA14* gene (VIT_13s0106g00290), involved in chromatin organization through protein acetylation and deacetylation, a gene (VIT_03s0088g00900) coding for a pathogenesis-related protein 1B implicated in jasmonate-mediated signaling as well as in plant-pathogen interaction and a transposase *IS4* gene (VIT_14s0006g00050) that encodes a transposable element protein [43].

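HDA14 had 1 read in mutant E-L 15 and 4 in mutant E-L 38, the pathogenesis-related protein 1B gene 4 in mutant E-L 27 and 1 in mutant E-L 38, and the transposase gene 10 in mutant E-L 15. The 3 genes had no read in any other library. The largest of these values, that of the transposase gene VIT_14s0006g00050, is 0.114 RPM and at least 3.51-fold higher than in wild-type E-L 15. For VIT_13s0106g00290 and VIT_03s0088g00900, the highest counts are 1 read above the 3 reads that a count of 0 allows, so no difference between the clones is shown at this depth.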

#### Differential regulation of common transcriptional processes in the wild-type and the mutant

Significant number of expressed genes were common among wild-type and mutant growth stages, which suggests that the corresponding proteins may function in a common pathway to carry out a wide range of developmental processes. We reasoned that many of these shared genes will respond in both clones to the same signals that control the switch from one developmental phase (before fertilization) to another (after fertilization), and will have similar pattern of expression. Indeed, differential expression analysis revealed 501 DE genes common to the wild-type and the mutant (47% of the total 1075 DE genes) (Additional file 10).

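The response to stage shared by both clones was also tested with edgeR's quasi-likelihood test on all 6 libraries, with terms for stage and clone, which leaves 2 residual degrees of freedom. The 2 clones stand in for replicates of a stage in this fit, so a difference between them in the response counts as error. Of the 23570 genes tested, 5219 differed between E-L 15 and E-L 27 at an adjusted p-value below 0.05 (2529 higher and 2690 lower at E-L 27), 15089 between E-L 27 and E-L 38 (7043 and 8046) and 15748 between E-L 15 and E-L 38 (7283 and 8465). The alternative that moved these counts most was DESeq2's Wald test with the same terms, which found 7531 genes between E-L 15 and E-L 27.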

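Among the 1187 genes called in both clones, 870 had the same triplet of calls in the wild-type and the mutant and 317 had different ones, none of them with opposite calls. With the 3 settings implied by the reported values, 332 of 503 had the same triplet, and with these settings at equal depth 422 of 533. In the list of Additional file 10, 318 of the 501 genes have the same triplet of reported calls in both clones.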

Thirty-five of these genes showed different expression between the two clones along the time course. Among the 35 genes, six were significantly enriched and three of them had a functional annotation corresponding to seed development: pectate lyase, histone H1flk-like protein (H1flk), and beta-expansin (EXPB4). Pectate lyase is an enzyme involved in cell wall organization and biogenesis by catabolizing pectin. In tomato, two pectate lyases were found to be maximally expressed at the late stage of pollen development. It was suggested that the pollen expression of these genes might relate to a requirement for pectin degradation during pollen tube growth [50]. In the present study, the pectate lyase gene VIT_01s0026g01680 was up-regulated from stage E-L 15 to stage E-L 27 in both clones but the fold change was six times higher in the wild-type compared to the mutant. 

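The pectate lyase gene VIT_01s0026g01680 had 24.6 RPM in wild-type E-L 27 and 1.92 RPM in mutant E-L 27. At E-L 15 it had 2 reads in the wild-type and 1 in the mutant, so its rise to E-L 27 has only a lower bound, at least 758-fold higher in the wild-type and at least 56.3-fold higher in the mutant, and the rises of the 2 clones cannot be divided by each other. At E-L 27 the mutant value was 12.8-fold lower (95% interval 10.8 to 15.3) than that of the wild-type. The rise was called under 15 of the 15 settings in the wild-type and under 13 of the 15 settings in the mutant, and no read was found at E-L 38 in either clone.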

Based on its functional annotation, the histone H1flk-like gene VIT_05s0020g04850 plays a role in chromatin assembly. Its *Arabidopsis* homolog encodes a P-loop containing nucleoside triphosphate hydrolases superfamily protein that functions in ATP binding activity involved in cell killing [51]. 

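The H1flk gene VIT_05s0020g04850 had 0.994, 2.36 and 89.1 RPM at E-L 15, E-L 27 and E-L 38 of the wild-type and 0.932, 0.896 and 102 RPM in the mutant. From E-L 27 to E-L 38 it was 37.8-fold higher (95% interval 33.0 to 43.5) in the wild-type and 114-fold higher (95% interval 88.7 to 148) in the mutant, and from E-L 15 to E-L 38 it was 89.6-fold higher (95% interval 73.0 to 111) and 109-fold higher (95% interval 87.9 to 138). The rise from E-L 27 was called under 10 of the 15 settings in the wild-type and under 15 of the 15 settings in the mutant, and that from E-L 15 under 15 of the 15 settings and under 12 of the 15 settings. Those without a call from E-L 27 in the wild-type were the parametric trend, the dispersion corrected for its bias and the 3 combinations with the settings implied by the reported values.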

In the mutant background, this gene was specifically up-regulated from stage E-L 27 to stage E-L 38 while in the wild-type a significant differential expression with a lower fold change was observed only between stages E-L 15 and E-L 38. The beta-expansin gene VIT_15s0021g02700 was not expressed at stage E-L 15 in the mutant. 

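EXPB4 (VIT_15s0021g02700) had 31 reads (0.335 RPM) at E-L 15, 7.44 RPM at E-L 27 and 1103 RPM at E-L 38 in the wild-type, and no read, 1.96 RPM and 1396 RPM in the mutant. Between E-L 15 and E-L 27 it was 22.2-fold higher (95% interval 15.5 to 33.0) in the wild-type and at least 57.6-fold higher in the mutant. The wild-type E-L 27 value is 0.675% of that of E-L 38. The 6 genes with at least 10 RPM in wild-type E-L 38 and 3 reads or fewer in wild-type E-L 15 and each mutant library all had reads in wild-type E-L 27, together 0.196% of their E-L 38 value, so a wild-type E-L 27 value near that share of E-L 38 cannot be told from reads carried over between these 2 libraries. The rise was called under 9 of the 15 settings in the wild-type and under 13 of the 15 settings in the mutant.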

Differential expression analysis in the mutant showed specific up-regulation from stage E-L 15 to stage E-L 27, in contrast to a stable expression in the wild-type between the same stages. Based on its functional annotation, this gene encodes a protein involved in auxin-mediated signaling, which implies a late induction of auxin responsive genes in the mutant.

As expected, 466 out of the 501 common DE genes shared the same group or expression profile in both the wild-type and the mutant. Functional annotation and GO term enrichment uncovered many biological processes, which included cell wall metabolism, cell cycling, primary and secondary metabolism, signaling and regulation of gene expression, water transport and abiotic stress responses. Within this set the following four genes are of interest. 

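The pectinesterase gene VIT_15s0048g00510 had 9.05 RPM at E-L 15 in the wild-type and 8.78 RPM in the mutant, and 171 and 74.9 RPM at E-L 27. At E-L 27 the gene was 18.8-fold higher (95% interval 17.6 to 20.2) than at E-L 15 in the wild-type and 8.53-fold higher (95% interval 7.90 to 9.21) in the mutant, and the wild-type ratio was 2.21 times the mutant ratio.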

VIT_15s0048g00510 encodes a protein that belongs to the pectinesterase family, up-regulated from stage E-L 15 to stage E-L 27 with double fold change in the wild-type compared to the mutant. Functional annotation revealed the protein involvement in cell wall modification through pectin degradation. In *Arabidopsis*, it has been shown that cell type-specific pectin degradation is required to separate microspores during pollen development [52]. 

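The chalcone and stilbene synthase gene VIT_15s0021g02170 had 631 RPM at E-L 15 in the wild-type and 81.4 RPM in the mutant, 7.75-fold lower (95% interval 7.56 to 7.94) than in the wild-type. The mannan endohydrolase gene VIT_18s0089g00140 had 40.7 and 3.51 RPM and was 11.6-fold lower (95% interval 10.3 to 13.1) in the mutant, and the ABC transporter gene VIT_19s0015g00960 had 150.2 and 59.3 RPM and was 2.53-fold lower (95% interval 2.45 to 2.62) in the mutant. From E-L 15 to E-L 27, VIT_15s0021g02170 was 204-fold lower (95% interval 182 to 231) in the wild-type and 358-fold lower (95% interval 220.3 to 627) in the mutant, VIT_18s0089g00140 was 263-fold lower (95% interval 156 to 481) and at least 82.3-fold lower, and VIT_19s0015g00960 was 226-fold lower (95% interval 175 to 296) and 596-fold lower (95% interval 289 to 1482). At E-L 27 the mutant counts were 16, 0 and 7 reads. The mannan endohydrolase gene rose again in both clones, to 2.65 RPM in wild-type E-L 38 and 8.03 RPM in mutant E-L 38, where it was 3.03-fold higher (95% interval 2.61 to 3.52) in the mutant. It and the next identifiers in the order of the annotation form a group that was lower in the mutant at E-L 15.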

VIT_15s0021g02170, VIT_18s0089g00140 and VIT_19s0015g00960 showed a similar behavior: they were down-regulated from stage E-L 15 to stage E-L 27 in both clones, but much more expressed in the wild-type than in the mutant. VIT_15s0021g02170 encodes chalcone and stilbene synthase. Its *Arabidopsis* homolog is involved in phenylpropanoid biosynthetic process and pollen exine formation [51]. VIT_18s0089g00140 encodes 1,4-beta-mannan endohydrolase, which is implicated in fructose and mannose metabolic pathways [43]. Description of biological processes associated to its *Arabidopsis* homolog revealed a role in seed germination [51]. The *Arabidopsis* homolog of VIT_19s0015g00960 is required for male fertility and pollen exine formation as it encodes an ATP-binding cassette transporter involved in tapetal cell and pollen development [51].

Finally, within this category we identified two genes already proposed to affect seed and/or berry development [46]. They code for the PISTILLATA (PI) floral homeotic protein (VIT_18s0001g01760) and the MADS-box AP3 transcription factor (VIT_18s0001g13460). 

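PI had 969 RPM at E-L 15 in the wild-type and 854 RPM in the mutant, and AP3 107 and 84.4 RPM. By E-L 27, VIT_18s0001g01760 was 119.5-fold lower (95% interval 111 to 129) in the wild-type and 269-fold lower (95% interval 236 to 309) in the mutant, and VIT_18s0001g13460 was 7.76-fold lower (95% interval 7.31 to 8.23) and 10.6-fold lower (95% interval 9.74 to 11.6). These falls were called under 14 of the 15 settings and under 15 of the 15 settings for PI, and under 12 of the 15 settings and under 13 of the 15 settings for AP3. At E-L 38, 4 reads of PI were counted in the wild-type and 73 in the mutant, and none and 6 of AP3.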

The latter co-localizes with the stable QTL for berry weight, seed number and fresh weight identified by [46].

#### Differentially expressed genes specific to the wild-type background

The 441 genes specifically modulated among the wild-type developmental stages represented 12 groups and included a range of functional categories. 

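Of the 441 genes that Additional file 10 lists for the wild-type alone, 397 (90.0%) changed more than 2 times in the same direction in the mutant, in the comparison for which the paper lists them. Another 8 changed more than 2 times in the opposite direction, and 12 had 3 reads or fewer in both mutant libraries and so no ratio there.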

A large number (approximately 64%) of these genes were observed among nine groups, down-regulated from stage E-L 15 to stage E-L 27 and not differentially expressed from stage E-L 27 to stage E-L 38 or vice versa. The remaining 36% were observed in three groups, and were up-regulated in the same manner (Additional file 10).

### Down-regulated genes specific to wild-type (from stage E-L15 to stage E-L 27)

Within this category we observed several interesting genes that showed significant enrichment of GO terms and very high negative fold change. They include five genes, three of which encode similar proteins: *MALE STERILITY 1* (*MS1*, VIT_01s0011g06390), *MALE STERILITY 2* (*MS2*, VIT_08s0007g07100) and *MALE STERILITY 5* (*MS5,* VIT_07s0005g05680, VIT_07s0005g05720 and VIT_15s0107g00550). The gene coding for MS1 protein belongs to the PHD family of transcription factors. The *Arabidopsis MS1* gene was described to be a sporophytic factor controlling anther and pollen development. It plays a critical role in the induction of pollen wall and pollen coat materials in the tapetum and, ultimately, the production of viable pollen. Indeed, mutants show a semi-sterile phenotype, as their pollen degenerates after microspore release. In addition their tapetum appears abnormally vacuolated [51, 53–55]. The *MS2* gene has an unclear function in *Vitis vinifera*, however its *Arabidopsis* best match was described as a fatty acid reductase gene, involved in oxidation-reduction process and pollen exine formation [56]. The function of the *MS5* gene in *Vitis vinifera* is unknown, however in *Arabidopsis* it was suggested to be similar to *POLLENNESS3* gene [57]. Mutants of this gene in *Arabidopsis* were shown to have defects in functional microspore production that lead to the degeneration of cells within the anther locules [53]. One of the three *MS5* gene predictions co-located with a minor QTL for mean seed fresh weight on chromosome 15 [23]. 

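MS1 (VIT_01s0011g06390) fell from 29.9 RPM at E-L 15 to 0.432 RPM at E-L 27 in the wild-type, where it was 69.3-fold lower (95% interval 50.6 to 97.7), and from 3.18 to 0.427 RPM in the mutant, where it was 7.46-fold lower (95% interval 5.11 to 11.3). MS2 (VIT_08s0007g07100) was 24.7-fold lower (95% interval 19.6 to 31.6) at E-L 27 in the wild-type and 64.5-fold lower (95% interval 25.0 to 238) in the mutant, there from 323 reads to 4. The 3 MS5 genes VIT_07s0005g05680, VIT_07s0005g05720 and VIT_15s0107g00550 had 0.166, 1.64 and 19.7 RPM at E-L 27 in the wild-type, and 0.213, 2.56 and 26.7 RPM in the mutant. In the mutant the first of these fell most, from 356 reads at E-L 15 to 15 at E-L 27. The last 2 were 5.67-fold lower and 4.18-fold lower there than at E-L 15. In the wild-type the falls were called under 13, 13, 13, 13 and 12 of the 15 settings, in this order of the genes. In the mutant the fall of MS2 was called under 11 of the 15 settings, and those of the others under 1, 2, 0 and 0. A test of the difference between the falls of the clones needs replicates and was not run.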

The significant down-regulation of these genes from stage E-L 15 to stage E-L 27 in the wild-type implies that they were highly induced at stage E-L 15, where they exhibited maximum expression levels, perhaps to ensure viable and functional pollen development for complete fertilization. On the other hand, in the mutant, these genes were not differentially expressed. Further analysis of their RPM values in the mutant revealed very low level of expression at stage E-L 15, when compared to the wild-type. This observation might suggest abnormal pollen development in the mutant resulting in non-functional or partially sterile pollen. However, it needs to be tested and confirmed experimentally.

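At E-L 15 MS1 (VIT_01s0011g06390) was 9.41-fold lower (95% interval 8.32 to 10.7) in the mutant than in the wild-type and MS2 (VIT_08s0007g07100) 5.59-fold lower (95% interval 4.97 to 6.31). The MS5 gene VIT_07s0005g05680 had 17.6 RPM in the wild-type and 4.05 RPM in the mutant and was 4.34-fold lower (95% interval 3.87 to 4.88) there. The other MS5 genes had 29.3 and 14.5 RPM (VIT_07s0005g05720) and 172 and 112 RPM (VIT_15s0107g00550), which is 2.02-fold lower (95% interval 1.89 to 2.16) and 1.54-fold lower (95% interval 1.50 to 1.58) in the mutant. The 5 genes were taken with SPOROCYTELESS and glycerol-3-phosphate acyltransferase 1 as a list of 7, which the study chose on these libraries, so that the comparison is not independent evidence. The median log2 ratio of mutant to wild-type over the list, with 0.5 RPM added to each value, was -1.95. Among 10000 random lists of 7 genes matched on mean RPM, none had a median as low, and their own median was -0.03. When the random lists were drawn only from the 415 genes at least 8 times lower at E-L 27 than at E-L 15 in both clones, 2 of 10000 were as low. Asking for this fall in the mutant too tends to leave out genes with low mutant values at E-L 15. MS1, VIT_07s0005g05720 and VIT_15s0107g00550 fell less than 8 times in the mutant, so this number may overstate how unusual the list is. These comparisons describe 1 library of each clone, and the spread between inflorescences is not known. From the low values of the 5 MALE STERILITY genes, the paper proposes that pollen development might be abnormal in the mutant. It states that this still needs an experimental test, and its Conclusions also cite preliminary observations of the phenotype that point the same way. MS1 was among the 14 genes that the paper measured by real-time PCR in both biological replicates, as changes between stages within each clone.

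**Figure D3:**
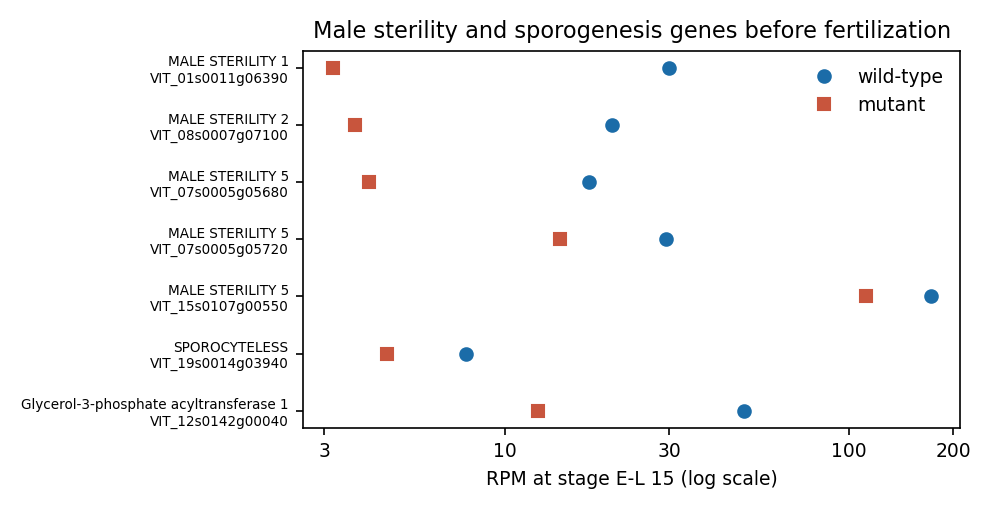
RPM at stage E-L 15 (horizontal axis, log scale) of the 7 genes of the list (vertical axis) in the wild-type and the mutant, 1 library per point. The mutant point lies to the left of the wild-type point for each gene, from 3.18 against 29.9 RPM for MS1 to 112 against 172 RPM for VIT_15s0107g00550.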

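SPOROCYTELESS (VIT_19s0014g03940) had 7.70 RPM at E-L 15 in the wild-type and 4.55 RPM in the mutant, 1.69-fold lower (95% interval 1.50 to 1.92), and 17 and 21 reads at E-L 27. Glycerol-3-phosphate acyltransferase 1 (VIT_12s0142g00040) had 49.6 and 12.5 RPM at E-L 15, 3.97-fold lower (95% interval 3.71 to 4.24) in the mutant. By E-L 27 it was 19.2-fold lower (95% interval 16.8 to 22.0) in the wild-type and 17.9-fold lower (95% interval 13.5 to 24.4) in the mutant, and this fall was called under 13 of the 15 settings and under 11 of the 15 settings. SPOROCYTELESS was 40.9-fold lower and 15.2-fold lower at E-L 27, called under 13 of the 15 settings in the wild-type and under 2 in the mutant.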

Within this category we found two additional genes with a putative role in ovule and pollen differentiation: *SPOROCYTELESS* (VIT_19s0014g03940) and *glycerol-3-phosphate acyltransferase 1* (VIT_12s0142g00040). The *SPOROCYTELESS* gene of *Arabidopsis* was described to encode a transcription factor that is required for the initiation of both micro- and megagametogenesis and is expressed in the sporogenous tissue of the anther and the ovule. It is involved in establishing the prospective chalaza of the ovule, plays a central role in patterning both the proximal-distal and the adaxial-abaxial axes in the ovule and regulates the anther cell differentiation. Mutant is defective in the differentiation of primary sporogenous cells into microsporocytes, and does not properly form the anther wall [51, 58, 59]. The *Arabidopsis* homolog of *glycerol-3-phosphate acyltransferase 1* gene was shown to be expressed in flower buds and siliques. Its protein is involved in metabolic processes such as phosphatidylglycerol biosynthetic process, pollen sperm cell differentiation, and response to karrikin. Interestingly, the homozygous mutant plants are male sterile [51, 60].

### Down-regulated genes specific to wild-type (from stage E-L 27 to stage E-L 38)

Within this category we observed about 30 genes with high negative fold change, the majority of which belong to the functional categories of cellular process and signaling. The most relevant for seed development appeared the genes encoding a calmodulin-binding protein (VIT_00s1404g00010), the wall-associated kinase 4 (*WAK4*, VIT_01s0026g01420), the aquaporin GAMMA-TIP3/TIP1;3 (VIT_06s0061g00730) and a precursor of cytokinin dehydrogenase (VIT_18s0001g13200). Indeed, in rice a calmodulin-binding protein was found to be essential to pollen development [61], the silencing of a member of the *WAK* family led to sterility due to anther indehiscence [62], while the aquaporin GAMMA-TIP3/TIP1;3 in *Arabidopsis* was reported to be a pollen-specific water transporter contributing to male sterility in the double knockout mutant *tip1;3/tip5;1*[63], and cytokinins were demonstrated to regulate seed yield [64].

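The calmodulin-binding protein gene had 22.6 RPM at E-L 27 in the wild-type and 14.6 RPM in the mutant, WAK4 58.8 and 57.2 RPM, the aquaporin gene 888 and 1138 RPM and the cytokinin dehydrogenase gene 144 and 111 RPM. From E-L 27 to E-L 38, VIT_00s1404g00010 was 559-fold lower (95% interval 218 to 2055) in the wild-type and at least 346-fold lower in the mutant. VIT_01s0026g01420 was 171-fold lower (95% interval 122 to 247) in the wild-type and 270.5-fold lower (95% interval 164 to 484) in the mutant. VIT_06s0061g00730 was 2924-fold lower (95% interval 2048 to 4334) and 5043-fold lower (95% interval 3105 to 8824), and VIT_18s0001g13200 was 418-fold lower (95% interval 299 to 604) and 207-fold lower (95% interval 151 to 293). These falls were called under 12, 13, 15 and 15 of the 15 settings in the wild-type and under 10, 13, 13 and 13 in the mutant. Under the 3 settings implied by the reported values, they were called in the wild-type only, apart from that of the calmodulin-binding protein gene, which was called in neither clone. The ratio of mutant to wild-type of WAK4 at E-L 27 was 0.974 (95% interval 0.934 to 1.01, which includes 1), and with DESeq size factors it was 1.00.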

### Up-regulated genes specific to the wild-type (from stage E-L 15 to stage E-L 27)

Amongst this group we noticed a number of genes with high positive fold change value. Besides genes encoding proteins involved in cell wall organization and biogenesis, the most relevant for seed development were found in the categories: metabolism, transport, regulation overview and signaling. For instance, we identified a chitinase class IV gene (VIT_05s0094g00330), whose best *Arabidopsis* match was described to be expressed during somatic embryogenesis in nursing cells surrounding the embryos and additionally in mature pollen and growing pollen tubes until they enter the receptive synergid [51, 65]. 

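The chitinase gene VIT_05s0094g00330 had 0.918, 16.2 and 969.7 RPM at the 3 stages of the wild-type and 0.875, 4.19 and 712 RPM at those of the mutant. At E-L 27 it was 17.6-fold higher (95% interval 14.2 to 22.2) than at E-L 15 in the wild-type, called under 13 of the 15 settings, and 4.79-fold higher (95% interval 3.72 to 6.24) in the mutant, called under 0. The rise to E-L 38 from E-L 15 was called under 15 of the 15 settings in the wild-type and under 13 of the 15 settings in the mutant.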

Among transporters, a cation/hydrogen exchanger (VIT_10s0003g03030) showed its best match with an *Arabidopsis* protein involved in pollen tube growth [51].

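At E-L 15, 2 reads of the cation/hydrogen exchanger gene VIT_10s0003g03030 were counted in the wild-type and 5 in the mutant. At E-L 27 it had 6.51 RPM in the wild-type, at least 201-fold higher than at E-L 15, and 0.469 RPM in the mutant, 8.26-fold higher (95% interval 3.20 to 27.1). The mutant value at E-L 27 was 13.9-fold lower (95% interval 9.77 to 20.4) than that of the wild-type.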

Of particular interest were a set of genes encoding transcription factors and signaling molecules. 

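At E-L 27, TT16 (VIT_01s0011g01560) had 14.2 RPM in the wild-type and 2.43 RPM in the mutant, 5.83-fold lower (95% interval 4.96 to 6.87). The BZIP gene (VIT_18s0001g03010) had 136 reads (1.51 RPM) in the wild-type and 14 reads (0.199 RPM) in the mutant at E-L 27, 7.57-fold lower (95% interval 4.36 to 14.2), and no read at the other stages. SEEDSTICK (VIT_18s0041g01880) had 67.4 and 10.7 RPM, 6.29-fold lower (95% interval 5.83 to 6.79), while at E-L 15 it had 9.45 and 9.82 RPM. From E-L 15 to E-L 27, TT16 was 72.9-fold higher (95% interval 45.9 to 123) in the wild-type and 6.48-fold higher (95% interval 4.45 to 9.72) in the mutant, and SEEDSTICK 7.13-fold higher (95% interval 6.64 to 7.66) and 1.09-fold higher (95% interval 0.989 to 1.21). In the wild-type these rises and that of the BZIP gene were called under 13, 12 and 12 of the 15 settings, and in the mutant under 0, 0 and 0.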

Among the transcription factors were TRANSPARENT TESTA 16 TT16 or AGL32 (VIT_01s0011g01560), BZIP family protein (VIT_18s0001g03010) and the MADS-box protein SEEDSTICK (VIT_18s0041g01880). The *TT16* gene encodes a MADS-box family transcription factor [43, 51]. In *Arabidopsis* it was reported to determine the identity of the endothelial layer within the ovule, to play a maternal role in fertilization and seed development and to regulate proanthocyanidin biosynthesis and cell shape of the inner-most cell layer of the seed coat [51, 66]. In canola (*Brassica napus*) it was further demonstrated that the *tt16* deficiency affects pollen tube guidance, resulting in reduced fertility and negatively impacting embryo and seed development due to the altered expression of genes involved in gynoecium and embryo development, lipid metabolism, auxin transport, and signal transduction [67]. In addition, the *TT16* gene was reported among the functional candidates potentially involved in seed and/or berry development that did not co-localize with QTLs detected for the same traits [46].

The *BZIP* gene was previously described by [68] to be expressed in pollen and other flower parts.

Although the MADS-box *SEEDSTICK* gene did not show high positive fold change, it was significantly enriched in our data. In *Arabidopsis* and rice, this gene was described to encode a MADS-box transcription factor expressed in the carpel and ovules and to play a maternal role in fertilization and seed development. Mutants indeed exhibited reduced ovule fertilization and high seed abortion [51, 69–71]. Interestingly, this gene was among those that co-localized with the stable QTLs for seed-related traits [23, 46].

The signaling molecules included FERONIA receptor-like kinase (VIT_03s0038g04340). In *Arabidopsis*, it was shown to mediate male–female interactions during pollen tube reception [72]. *Feronia* mutant had impaired fertilization because pollen tube failed to arrest by continue growth inside the female gametophyte [73]. This study concluded that female control of pollen tube reception is based on a FERONIA-dependent signaling pathway. 

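At E-L 27 the FERONIA receptor-like kinase gene VIT_03s0038g04340 had 627 reads (6.94 RPM) in the wild-type and 42 reads (0.597 RPM) in the mutant, 11.6-fold lower (95% interval 8.50 to 16.3). Compared with E-L 15 it was 33.8-fold higher (95% interval 21.5 to 56.6) in the wild-type and 2.19-fold higher (95% interval 1.30 to 3.78) in the mutant.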

In our investigation, we observed low expression level (0.6 RPM) of *FERONIA* receptor-like kinase gene in the mutant, compared to higher expression (6.9 RPM) in the wild-type.

Finally, within this category we identified a gene coding for a nodulin (VIT_17s0000g08110), which was up-regulated from stage E-L 15 to stage E-L 27 and down-regulated from stage E-L 27 to stage E-L 38. The *Arabidopsis* best match for this gene encodes a protein containing three domains, one of which is MtN3/saliva-related trans-membrane protein, and has function in sugar trans-membrane transporter activity [51]. In rice the genes *Xa13/Os8N3/OsSWEET11* and *Os11N3/OsSWEET14* encode proteins with two MtN3/saliva domains similar to that of *Arabidopsis*, and were identified to play important role in regulating reproductive development through promotion of fertilization. These genes were reported to have a very high expression level in rice panicles and anthers compared to other tissues. Suppressed plants showed reduced fertility or were sterile due to blockage of microspore development at the unicellular pollen grain stage. This resulted in the gradual degeneration of the immature pollen suggesting the proteins are required for pollen development in rice. In addition knockout mutants showed reduced seed size and delayed growth [74]. 

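The nodulin MtN3 gene VIT_17s0000g08110 rose from 1.14 RPM at E-L 15 to 23.1 RPM at E-L 27 in the wild-type, 20.2-fold higher (95% interval 16.6 to 24.8), and from 16 to 100 reads in the mutant, 7.82-fold higher (95% interval 4.59 to 14.2). The mutant value was 6.30-fold lower (95% interval 3.70 to 11.4) than that of the wild-type at E-L 15 and 16.2-fold lower (95% interval 13.3 to 20.1) at E-L 27. At E-L 38 it had 1 read in the wild-type, at least 760.5-fold lower than at E-L 27, and none in the mutant, at least 33.6-fold lower. The rise was called under 13 of the 15 settings in the wild-type and under 1 in the mutant.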

The significant up-regulation of the nodulin MtN3 gene from stage E-L 15 to stage E-L 27 in the wild-type compared to the mutant could imply an active role in promoting fertilization. In contrast, down-regulation of this gene from stage E-L 27 to stage E-L 38, which corresponds to a period of seed maturation (after fertilization), seems to support the notion that genes participating or promoting seed formation are tightly regulated.

### Up-regulated genes specific to the wild-type (from stage E-L 27 to stage E-L 38)

Within this category we found a gene coding for oleosin OLE-2 protein (VIT_17s0000g09000), with a putative role in oil body organization and biogenesis as well as in reproduction and seed development. 

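Oleosin OLE-2 (VIT_17s0000g09000) had 0.788, 0.365 and 36.3 RPM at E-L 15, E-L 27 and E-L 38 of the wild-type, and 47, 6 and 3 reads in the mutant. From E-L 27 to E-L 38 it was 99.4-fold higher (95% interval 70.6 to 145) in the wild-type, while the counts of 6 and 3 in the mutant show no direction. From E-L 15 to E-L 38 it was 46.1-fold higher (95% interval 36.5 to 58.9) in the wild-type. In the mutant it was 12.6-fold lower when computed against 3 reads, and the 95% interval of this ratio from the counts reaches up to 0.246. The rise from E-L 27 was called under 14 of the 15 settings in the wild-type and under 0 in the mutant. At E-L 38 the mutant value was at least 858-fold lower than that of the wild-type.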

Functional studies in *Arabidopsis* showed that the double mutant *ole1/ole2* had irregular enlarged oil-containing structures throughout the seed cells which led to defects in germination or seed mortality [75].

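GLB1 (VIT_07s0151g00640) had 12.4, 5.25 and 453 RPM at the 3 stages of the wild-type and 17.9, 3.00 and 1.14 RPM at those of the mutant. From E-L 27 to E-L 38 it was 86.3-fold higher (95% interval 78.9 to 94.7) in the wild-type and 2.63-fold lower (95% interval 2.02 to 3.44) in the mutant, though with DESeq size factors the mutant value was 1.95-fold lower (95% interval 1.50 to 2.55). EM6 (VIT_13s0067g01250) had 6, 9 and 2571 reads in the wild-type, 26.0 RPM at E-L 38, and 2 reads in mutant E-L 15 and none later. Its wild-type E-L 27 value is 0.383% of that of E-L 38, against up to 0.373% in the 6 genes otherwise found in wild-type E-L 38 alone. The rise from E-L 27 was called in the wild-type under 11 of the 15 settings for GLB1 and under 15 for EM6, and for neither gene in the mutant under any setting.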

Three different genes encoded enzymes involved in primary metabolism, namely globulin-1 S allele precursor (*GLB1*, VIT_07s0151g00640), 7S globulin precursor (VIT_14s0128g00200) and Em protein GEA6 (*EM6*, VIT_13s0067g01250). Functional annotation revealed that the three genes participate in generation of metabolite precursors and serve as energy storage proteins. The maize *GLB1* gene was found to be expressed throughout embryo development specifically in seed tissues [76]. Similarly, 7S globulin precursor was described as a major storage protein in legume species [77]. 

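The 7S globulin precursor gene VIT_14s0128g00200 had 42.5 RPM in wild-type E-L 38, from 4202 reads, and no read in mutant E-L 27 or E-L 38, where a count of 0 makes it at least 1005-fold lower than in the wild-type. At E-L 15 it had 4 reads in the wild-type and 8 in the mutant. The 9 reads in wild-type E-L 27 are 0.234% of the RPM of E-L 38, within the range of the 6 genes otherwise found in wild-type E-L 38 alone. Between E-L 15 and E-L 38 the gene was 984-fold higher (95% interval 384 to 3615) in the wild-type. In the mutant it was 2.15-fold lower when computed against 3 reads. The 95% interval of this mutant ratio from the counts themselves reaches up to 0.727, so that a fall beyond 2 times is not shown.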

In our study, the expression of the 7S globulin precursor gene was highest at wild-type stage E-L 38 while it was almost abolished in the mutant. This suggests that induction of these genes may be required to complete seed development. The best *Arabidopsis* match for the *EM6* gene was described to be the *LATE EMBRYOGENESIS ABUNDANT 6* gene, involved in response to abscisic acid, required for normal seed development, and regulating the timing of desiccation tolerance and the rate of water loss during seed maturation [51, 78].

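The lipid transfer protein gene VIT_14s0108g00520 had 89.3 RPM in wild-type E-L 38 and 2 reads in mutant E-L 38, at least 2109-fold lower than in the wild-type. From E-L 27 to E-L 38 it was 504-fold higher (95% interval 310.0 to 882) in the wild-type, where the 16 reads of E-L 27 are 0.198% of the E-L 38 value, within the same range, while the counts of 6 and 2 in the mutant show no direction. BETA-TIP (VIT_16s0039g00220) had 25.2 RPM in wild-type E-L 38 and 0.663 RPM in mutant E-L 38, 38.0-fold lower (95% interval 28.5 to 51.9). It rose from E-L 27 in both clones, 152-fold higher (95% interval 91.8 to 271) in the wild-type, with an E-L 27 value of 0.659% of E-L 38, and 6.66-fold higher (95% interval 2.99 to 17.5) in the mutant.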

Other interesting genes are those involved in lipid and water transport, e.g. the genes coding for a protease inhibitor/seed storage/lipid transfer protein (VIT_14s0108g00520) and aquaporin BETA-TIP (VIT_16s0039g00220).

Equally worth mentioning are two genes coding for signaling molecules, namely the abscisic acid-insensitive protein 3 ABI3 (VIT_07s0005g05400) and the serine/threonine-protein kinase receptor ARK3 (VIT_19s0014g04130). 

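ABI3 (VIT_07s0005g05400) had 2180 reads (22.1 RPM) in wild-type E-L 38 and no read in mutant E-L 27 or E-L 38, at least 521-fold lower in the mutant, after 4 reads in mutant E-L 15. Its 7 reads in wild-type E-L 27 are 0.351% of the E-L 38 value, and at E-L 38 it was 285-fold higher (95% interval 138 to 709) than at E-L 27. ARK3 (VIT_19s0014g04130) rose from 0.166 RPM at E-L 27 to 23.6 RPM at E-L 38 in the wild-type and from 0.412 to 6.38 RPM in the mutant, where it was 15.5-fold higher (95% interval 10.6 to 23.4), and its wild-type E-L 27 value is 0.704% of that of E-L 38. The rise of ARK3 was called under 11 of the 15 settings in the wild-type and under 1 in the mutant.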

The expression of *ABI3* gene was completely abolished in the mutant from stage E-L 27 to stage E-L 38. ABI3 is a putative seed-specific transcriptional activator acting as a central regulator in ABA signaling. In different species it was described to play a major role in seed maturation and to regulate the transition between embryo maturation and early seedling development [51, 79, 80]. In *Arabidopsis* the *ARK3* gene was proposed to participate in recognition of pollen [51, 81].

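PM31 (VIT_18s0001g01570) had 265 RPM in wild-type E-L 38 and 21 reads (0.296 RPM) in mutant E-L 38, 895-fold lower (95% interval 585 to 1446). Its 48 reads in wild-type E-L 27 are 0.200% of the E-L 38 value, within the range of the 6 genes otherwise found in wild-type E-L 38 alone. PM34 (VIT_14s0128g00340) had 17.0 RPM in wild-type E-L 38 and no read in mutant E-L 27 or E-L 38, at least 401-fold lower. From E-L 15 to E-L 38 it was 157-fold higher (95% interval 85.3 to 329) in the wild-type. In the mutant it was 2.95-fold lower when computed against 3 reads, from 11 reads. The 95% interval of this mutant ratio from the counts themselves reaches up to 0.495. The 7 reads of wild-type E-L 27 are 0.456% of the E-L 38 value. Both rises from E-L 27 were called in the wild-type, under 15 and 12 of the 15 settings.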

Four stress response genes were also present and specifically induced, including those coding for the seed maturation proteins PM31 (VIT_18s0001g01570) and PM34 (VIT_14s0128g00340). 

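The heat shock protein 17.6 kDa class II gene VIT_04s0008g01610 had 17463 reads (177 RPM) in wild-type E-L 38, 26 reads in wild-type E-L 27 and no read in wild-type E-L 15. The E-L 27 value is 0.163% of that of E-L 38, and the gene is 1 of the 6 otherwise found in wild-type E-L 38 alone. In the mutant, where the counts of 0 allow up to 3 reads in each library, it was at least 4176-fold lower at E-L 38 than in the wild-type.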

Finally, the gene prediction for the heat shock protein 17.6 kDa class II with a putative role in protein folding (VIT_04s0008g01610) was not expressed in the mutant in all three developmental stages.

#### Differentially expressed genes specific to the mutant background

The 133 DE genes, which were peculiar to the mutant, fell within 4 groups (3, 8, 11 and 17) and were all stage specifically induced. 

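Of the 133 genes that Additional file 10 lists for the mutant alone, 132 (99.2%) changed more than 2 times in the same direction in the wild-type, in the comparison for which they are listed, and none in the opposite direction.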

The majority of these genes (63%) were either down-regulated from stage E-L 15 to stage E-L 27 or from stage E-L 27 to stage E-L 38, whereas 37% of them were up-regulated in the same manner (Additional file 10). The genes related to seed development showed differential expression between stages E-L 15 and E-L 27.

### Down-regulated genes specific to the mutant (from stage E-L 15 to stage E-L 27)

In this category we identified genes with high negative fold change encoding proteins with a role in cellular processes, transport and regulation of gene expression.

Among the genes involved in cellular processes we selected *TERMINAL EAR1-*like *1* (*TEL1*, VIT_14s0219g00270) and *Fimbrin 2* (VIT_12s0059g00560). The *TEL1* gene encodes an RNA binding protein with a function in shoot development, conserved among land and vascular plants [51, 82]. The *Arabidopsis* best match of *TEL1* is a member of the *MEI2*-like gene family, which plays a role in meiosis. Specific multiple mutant combinations were reported to display sterility and a range of defects in meiotic chromosome behavior [83]. The *Fimbrin 2* gene is involved in actin organization and biogenesis; its *Arabidopsis* homolog is FIMBRIN5, an actin bundling factor required for pollen germination and pollen tube growth [84]. The same function was reported in lily [85]. 

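TEL1 (VIT_14s0219g00270) had 20.3 RPM at E-L 15 and 2.53 RPM at E-L 27 in the wild-type, 8.02-fold lower (95% interval 6.99 to 9.25), and 21.6 and 0.540 RPM in the mutant, 40.1-fold lower (95% interval 29.1 to 56.8). Fimbrin 2 (VIT_12s0059g00560) had 14.6 and 1.14 RPM in the wild-type, 12.8-fold lower (95% interval 10.4 to 15.8), and 17.8 and 0.611 RPM in the mutant, 29.2-fold lower (95% interval 21.6 to 40.5). The fall of TEL1 was called under 2 of the 15 settings in the wild-type and under 13 of the 15 settings in the mutant. That of Fimbrin 2 was called under 9 of the 15 settings in the wild-type, all but the single dispersion trends, the corrected dispersion and the settings implied by the reported values, and under 13 in the mutant. At E-L 27 the mutant value was 4.67-fold lower (95% interval 3.30 to 6.77) than that of the wild-type for TEL1 and 1.87-fold lower (95% interval 1.30 to 2.73) for Fimbrin 2.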

We observed high expression of the *TEL1* and *Fimbrin 2* genes at stage E-L 15 in both clones, however as development progressed towards stage E-L 27 a significant repression of both genes in the mutant was evident in their very low RPM values as compared to a stable expression of these genes in the wild-type. In addition the *Fimbrin2* gene in grape fell within a stable QTL for mean seed fresh weight reported by [46].

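The boron transporter-like protein 4 gene VIT_04s0008g04980 had 15.5 RPM at E-L 15 and 2.69 RPM at E-L 27 in the wild-type, 5.75-fold lower (95% interval 5.01 to 6.61), and 10.1 RPM and 19 reads in the mutant, 37.3-fold lower (95% interval 23.7 to 62.3). The fall was called under 0 of the 15 settings in the wild-type and under 13 of the 15 settings in the mutant.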

In the transport category we identified a gene encoding the boron transporter-like protein 4 (VIT_04s0008g04980). Previously, boron deficiency has been associated with the occurrence of parthenocarpic seedless grapes in some varieties of *Vitis vinifera* L [86].

We also noticed a set of genes coding for transcription factors, which included the MYB domain protein 26 MYB26 (VIT_09s0002g01670), AP2 AINTEGUMENTA (VIT_09s0002g01370) and LATERAL ORGAN BOUNDARIES protein 41 LBD41 (VIT_14s0006g02950). The *Arabidopsis* MYB26 protein was described to be involved in anther dehiscence, response to gibberellin stimulus and secondary cell wall biogenesis. Mutants for this gene produced fertile pollen but plants were sterile because anthers did not dehisce. When compared to wild type, no cellulosic secondary wall thickening was seen in the anther endothecium of the mutant [87]. The *AP2 AINTEGUMENTA* gene belongs to the *AP2 (APETALA2)/EREBP* (ethylene-responsive element binding protein) family of transcription factors, known to be key regulators of several developmental processes [88]. The *Arabidopsis* homolog was reported to have a role in ovule development among other functions. Mutants exhibited female-sterility as integuments did not develop and megasporogenesis was blocked at the tetrad stage [89]. The *LBD41* gene encodes a protein containing the conserved domain AS2/LOB. The *Arabidopsis* homolog of the *LOB* gene *ASYMMETRIC LEAVES2 (AS2)* was demonstrated to function in the repression of *KNOX* genes and in the specification of adaxial/abaxial organ polarity [90]. The maize ortholog was also reported to be required to prevent *KNOX* gene expression in lateral organs and, in addition, to promote the switch from proliferation to differentiation in the embryo sac. The failure to limit proliferation in mutant embryo sacs was shown to lead to a variety of structural defects, including the production of extra gametes and synergids. Moreover, the fertilization process was frequently abnormal, producing seeds with haploid embryos and embryos and endosperms derived from fertilization by different pollen tubes [91]. Although the role of these regulatory genes in growth and development is well documented in model species, in *Vitis vinifera* L. their specific functions are not well characterized and can only be inferred. However, we observed a general pattern in the mutant, in which expression of these genes was almost abolished at stage E-L 27 when compared to their stable expression in the wild-type.

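MYB26 had 9.04 RPM at E-L 15 and 1.13 RPM at E-L 27 in the wild-type, and 11.8 RPM and 6 reads in the mutant, so that VIT_09s0002g01670 was 8.00-fold lower (95% interval 6.51 to 9.93) and 139-fold lower (95% interval 63.4 to 378). AINTEGUMENTA fell from 13.2 to 1.33 RPM in the wild-type and from 14.0 RPM to 18 reads in the mutant, 9.96-fold lower (95% interval 8.25 to 12.1) and 54.6-fold lower (95% interval 34.4 to 92.4) for VIT_09s0002g01370. LBD41 (VIT_14s0006g02950) fell from 25.4 to 12.6 RPM in the wild-type, 2.02-fold lower (95% interval 1.88 to 2.17), and from 53.1 to 5.45 RPM in the mutant, 9.76-fold lower (95% interval 8.79 to 10.9), and had 37.4 and 123 RPM at E-L 38. The 3 falls were called under 1, 2 and 0 of the 15 settings in the wild-type and under 13, 13 and 12 in the mutant. The mutant values at E-L 27 were 13.2-fold lower (95% interval 5.88 to 36.9), 5.19-fold lower (95% interval 3.15 to 9.06) and 2.31-fold lower (95% interval 2.06 to 2.61) than those of the wild-type, in this order.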

Finally, a gene *DTA2* was observed (VIT_15s0046g03080, downstream target of AGL15). In *Arabidopsis DTA2* was reported to encode an unknown protein with no significant similarity to any known protein and to be expressed in developing seeds and in roots [92]. 

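DTA2 (VIT_15s0046g03080) had 3.37, 0.875 and 0.0202 RPM at the 3 stages of the wild-type, the last from 2 reads, and 2.86 RPM and then no read in the mutant. From E-L 15 to E-L 27 it was 3.85-fold lower (95% interval 3.00 to 5.00) in the wild-type and at least 67.1-fold lower in the mutant, called under 0 and 13 of the 15 settings. From E-L 15 to E-L 38 it was at least 111-fold lower in the wild-type and at least 67.7-fold lower in the mutant.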

In our data, the *DTA2* gene from the mutant was expressed at stage E-L 15, and the expression was abolished at stages E-L 27 and E-L 38 (in contrast to the stable expression in the wild-type).

### Up-regulated genes specific to the mutant (from stage E-L 15 to stage E-L 27)

Within this category we selected six genes, one of which (VIT_12s0134g00240) encodes a signaling molecule involved in stress response. This Avr9/Cf-9 rapidly elicited protein 20 was shown to function in the initial development of the defense response in tomato [93]. The remaining five genes encode proteins involved in the ethylene-mediated signaling pathway. These are ethylene-responsive transcription factor ERF9 (VIT_12s0028g03270) and ethylene-responsive transcription factor ERF105 (VIT_16s0013g00950, VIT_16s0013g00990, VIT_16s0013g01050 and VIT_16s0013g01120). The *ERF9* gene was shown to take part in repressing the activation of pathogen related genes in *Arabidopsis*[94]. The *Arabidopsis* homolog of *ERF105* encodes a member of the ERF (ethylene response factor) subfamily B-3 of ERF/AP2 transcription factor family that is involved in processes such as regulation of transcription, respiratory burst involved in defense responses, as well as responses to mechanical stimulus and wounding [51, 94, 95]. We noticed that the expression levels of these genes were always higher at stage E-L 27 in the mutant compared to the wild-type.

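At E-L 27 the Avr9/Cf-9 rapidly elicited protein 20 gene VIT_12s0134g00240 had 36.7 RPM in the wild-type and 77.1 RPM in the mutant, 2.10-fold higher (95% interval 2.01 to 2.19), and ERF9 (VIT_12s0028g03270) had 30.5 and 62.5 RPM, 2.05-fold higher (95% interval 1.95 to 2.15). The ERF105 genes VIT_16s0013g00950, VIT_16s0013g00990, VIT_16s0013g01050 and VIT_16s0013g01120 had 5.15, 5.02, 6.29 and 13.2 RPM in the wild-type and 22.1, 18.6, 23.3 and 29.5 RPM in the mutant, 4.30-fold higher, 3.71-fold higher, 3.71-fold higher and 2.24-fold higher. At E-L 15 Avr9/Cf-9 was 1.82-fold lower (95% interval 1.68 to 1.98) in the mutant, ERF9 1.96-fold lower (95% interval 1.78 to 2.16) and the first 3 ERF105 genes 1.68-fold lower, 1.99-fold lower and 1.73-fold lower, the reverse of the order at E-L 27, while VIT_16s0013g01120 was 1.05-fold lower (95% interval 0.887 to 1.24), an interval that includes 1. The rises from E-L 15 to E-L 27 were called in the mutant under 12, 12, 13, 13, 13 and 12 of the 15 settings in this order, and in the wild-type under 0 for Avr9/Cf-9, 0 for ERF9 and 0, 0, 0 and 0 for the ERF105 genes. Reads that match more than 1 of these similar ERF105 genes had been excluded, so the counts of each rest on the reads that tell them apart.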

It might be worthy of mention that a substantial proportion of our strongest candidate genes (that are the genes expressed specifically in either clone) were physically clustered in the vicinity of some previously identified QTLs [23, 46], mainly the loci on chromosomes 2 and 12 (Additional file 13). While there may be no causal link between their expression and trait variation, they might provide a valuable starting point for developing DNA markers linked to the target trait, as discussed in [96].

## Conclusions

At the best of our knowledge, the present study represents the first transcriptomic analysis by mRNA-Seq technology in a seeded grapevine variety and its seedless somatic variant. The examination of absolute expression count for every gene has enabled us to carry out a global investigation of gene expression at three key time-points during seed formation covering from before anthesis to after fertilization. This has in turn allowed a comprehensive description of distinguishing transcriptional events in the two lines, based on the analysis of differentially expressed genes, gene patterns and enriched functional categories. We have given a detailed account of the expression profiles of the genes potentially required to initiate and to complete seed development, including genes involved in gametophyte development, cell division, cell wall organization, as well as signaling molecules and transcription factors. Reduction in the number of transcripts observed in the mutant after fertilization seems consistent with shut down in transcriptional processes resulting from incomplete fertilization or failure of embryo development. Here the significant low expression profile of male sterility genes in the mutant and the high induction of the same genes in the wild-type suggests non-functional or partially sterile pollen in the mutant, which is in agreement with preliminary observations from the phenotypic characterization underway and encourages further investigation. We surmise that some of the candidate genes derived from this study could be useful for the development of molecular markers to assist breeding programs, especially if these genes are located in a genomic region of a known QTL for seed content. In conclusion, the data reported here have provided a rich genomic resource for functional characterization of the genes that potentially underpin seedlessness in grapevine.

### Supporting data

The data sets supporting the results of this article are included within the article and its additional files.

## Electronic supplementary material

Additional file 1: Figure S1: Sample collection. Three key time points along grape berry development corresponding to stages E-L 15 (single flowers in compact groups), E-L 27 (young berries enlarging) and E-L 38 (berries harvest-ripe) of the modified E-L system 36 were matched to the number of days from bloom (DFB) and could be assigned to two main categories: “before” (E-L 15) and “after” (E-L 27 and 38) fertilization. (A) diagram showing the match of sampling dates (expressed as E-L stages) to days from bloom in reference 4. (B) picture of the materials collected from the two lines at each sampling date.

Additional file 2: Table S1: Genotypic characterization of the wild-type and the mutant. Fifty-eight SSR (simple sequence repeat) markers, spread across the nineteen chromosomes of grapevine genome, were used to genotype the wild-type and the mutant. Marker details and PCR conditions are described in Methods. Symbols: * SSR markers commonly used to discriminate grapevine varieties, - indicates homozygous or null allele.

Additional file 3: Text S1: Description of the procedure adopted to rank the transcripts by order of magnitude. P-values were computed to reflect the significance of the difference between 2 counts (n1 and n2 corresponding to any two library combination out of the six libraries, independently of the genotype) using a binominal model.

Additional file 4: Table S2: List of the genes analyzed in real-time PCR and primers used for their amplification. The table reports the gene IDs, gene annotations and sequences of the primer sets used to analyze the transcriptional profile of 14 genes in addition to the two constitutive genes used as reference for normalization.

Additional file 5: Table S3: Summary of read mapping to v1_mRNA version of 12x grapevine genome draft annotation. Short-read alignment and mapping of all the reads were carried on the 12x v1 annotation of the grapevine genome PN40024 38 using BWA (Burrows Wheeler Aligner) software 39. The mapping results were processed with SAMtools 40 to extract for each transcript the number of mapped reads and determine, whether their mapping position is unique. Reads mapping to several positions on the reference sequence with the same “mapping quality” (i.e. number of mismatches and quality of the bases generating the mismatches) were attributed at random to one of them with a “0” mapping quality.

Additional file 6: Table S4: Distribution of mapped reads among genomic features. A Python script was developed to determine the distribution of mapped reads among genomic features in the wild-type and the mutant.

Additional file 7: Table S5: List of transcripts ranked by order of magnitude. P-values (or scores) were computed to reflect the significance of the difference between 2 counts (n1 and n2 corresponding to any two library combination out of the six libraries, independently of the genotype) using a binomial model. The model is described in Additional file 3. The *p*-values were log-transformed in order to allow for greater numerical stability in comparing extreme values. The sign of the *p*-value reflects the direction of the comparison (whether n1 is greater or lesser than n2). The smaller is the absolute *p*-value, the more significant is the difference between the counts. Next all the *p*-values and the ratios of expression between the counts were considered to compute a ranking value for each transcript. Afterwards the ranking values were used to sort the transcripts and show on top the biggest differences in expressions between two of the libraries.

Additional file 8: Table S6: Transcript abundance measurement at each developmental stage. A lower limit of detection for expression estimate was designated to be an RPM of 0.5 or, if the RPM value was less than 0.5, at least five uniquely mapped reads with identity > 98% over 100 bp.

Additional file 9: Figure S2: Gene overlap between the wild-type and the mutant in the first two and last two developmental stages. (A) Venn diagram showing shared and unique expressed genes between the wild-type and the mutant during the first two developmental stages E-L 15 and E-L 27. (B) Venn diagram showing shared and unique expressed genes between the wild-type and the mutant during the last two developmental stages E-L 27 and E-L 38. Abbreviations: WT = wild-type, MT = mutant.

Additional file 10: Table S7: List of all differentially expressed genes in the pairwise comparison of developmental stages in the wild-type and the mutant. Differential expression (DE) analysis was carried out on the raw uniquely mapped reads using the software DESeq with the following parameters: false discovery rate (FDR) ≤ 0.05, log2-fold change (FC) > 1. An in-house R script was written to group DE genes with similar expression pattern based on the adjusted *p*-values, such that transcripts displaying significant negative differences, significant positive differences and insignificant differences between time points were fitted to -1, 1 and 0, respectively. The first position in each triplet corresponds to the shift from stage E-L 15 to E-L 27, the second position to the shift from stage E-L 27 to E-L 38 and the third position to the shift from stage E-L 15 to E-L 38. The different sheets report the genes differentially expressed in both the wild-type and the mutant, specific to the wild-type and the mutant, respectively. Abbreviations: nd = not detected in a pairwise comparison; imp (impossible to divide) = when the basemean of one stage in a pairwise comparison is the denominator with value 0; hyphen (-) = when the basemean of one stage in a pairwise comparison is the numerator with value 0 (the corresponding logarithm doesn’t exist).

Additional file 11: Table S8: Functional enrichment analysis in the whole set of differentially expressed genes in the wild-type and the mutant. Using a hypergeometric test in the AgriGO toolkit, a gene ontology (GO) term was considered significantly enriched, if the false discovery rate (FDR) was < 0.05 and *p*-value < 0.01 when compared to all gene transcripts annotated in the reference genome (supported in AgriGO). The two sheets report the results of functional enrichment analysis for the differentially expressed genes in the wild-type and the mutant, respectively. Abbreviations: P = biological process, F = molecular function, C = cellular component, BG = background, Ref = reference. Asterisks indicate terms commonly enriched in the wild-type and the mutant.

Additional file 12: Table S9: Functional enrichment analysis within groups of differentially expressed genes in the wild-type and the mutant. Using a hypergeometric test in the AgriGO toolkit, a gene ontology (GO) term was considered significantly enriched, if the false discovery rate (FDR) was < 0.05 and *p*-value < 0.01 when compared to all gene transcripts annotated in the reference genome (supported in AgriGO). The different sheets report the results of functional enrichment analysis within specific clusters of differentially expressed genes in the wild-type and the mutant. Abbreviations: P = biological process, F = molecular function, C = cellular component, BG = background, Ref = reference. Asterisks indicate terms commonly enriched in the wild-type and the mutant clusters 11 and 16.

Additional file 13: Table S10: Proportion of RNA-Seq-derived candidate genes in the physical proximity of seed-related QTLs. Genes that were specifically expressed in either clone (with or without significant modulation between developmental stages) were mapped to each of eight chromosomes carrying seed-related QTLs, identified previously by [23, 46]. The proportion of genes falling within a 10-Mb region centered on each QTL peak was calculated, as described in [96]. Abbreviations: chr = chromosome.

## Abbreviations

bp: Base pair
cDNA: Complementary DNA
cv: Cultivar
DE: Differentially expressed
DFB: Days from bloom
DNA: Deoxyribonucleic acid
dNTP: Deoxyribonucleotide triphosphate
FC: Fold change
FDR: False discovery rate
GO: Gene ontology
mRNA-Seq: Messenger ribonucleic acid sequencing
MT: Mutant
QTL: Quantitative trait locus
RPM: Reads per million
qRT-PCR: Real time reverse transcription polymerase chain reaction
SE: Standard error
SSR: Simple sequence repeat
UTR: Untranslated region
v1: Version 1
WT: Wild-type.

# Supplementary material for: Transcriptome analysis during berry development provides insights into co-regulated and altered gene expression between a seeded wine grape variety and its seedless somatic variant
**Source:** BMC Genomics. 2014 Nov 27;15(1):1030. doi: 10.1186/1471-2164-15-1030
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1: Sample collection. Three key time points along grape berry development corresponding to stages E-L 15 (single flowers in compact groups), E-L 27 (young berries enlarging) and E-L 38 (berries harvest-ripe) of the modified E-L system 36 were matched to the number of days from bloom (DFB) and could be assigned to two main categories: “before” (E-L 15) and “after” (E-L 27 and 38) fertilization. (A) diagram showing the match of sampling dates (expressed as E-L stages) to days from bloom in reference 4. (B) picture of the materials collected from the two lines at each sampling date.

**Figure S1. Sample collection.**

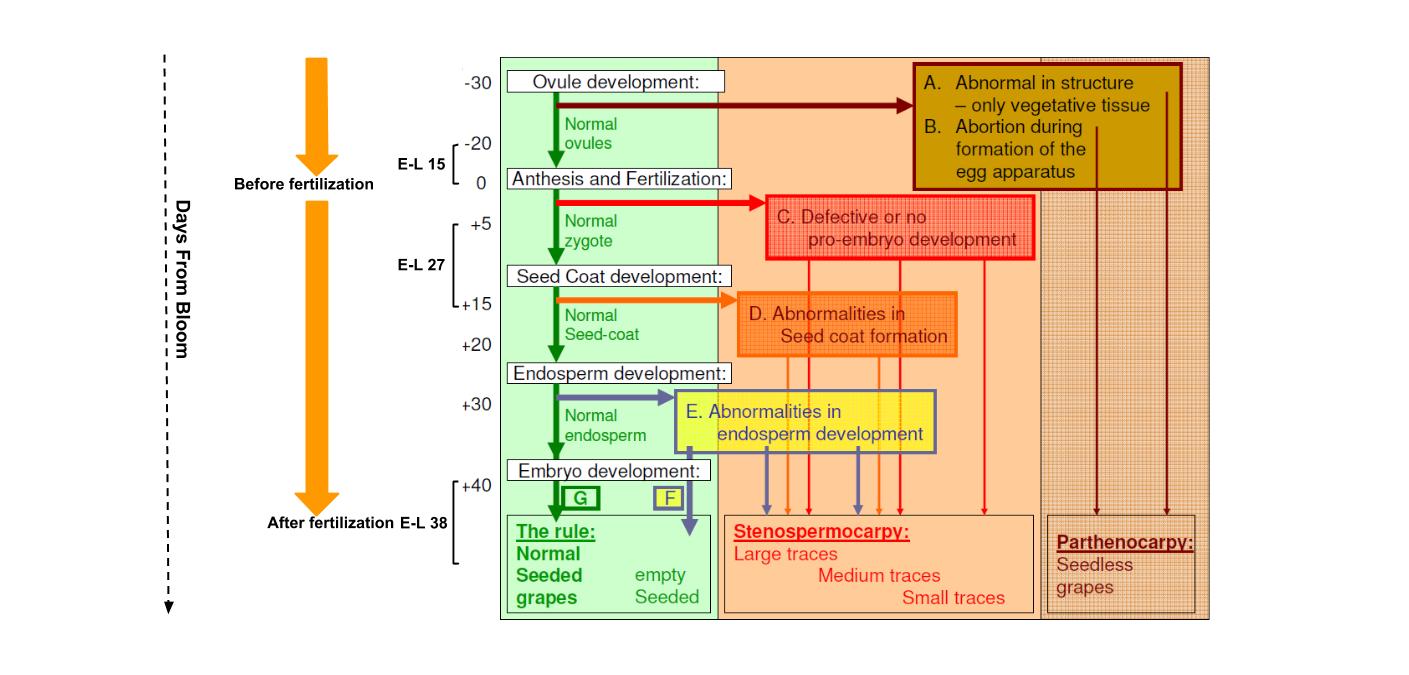

(A) diagram showing the match of sampling dates (expressed as E-L stages) to days from bloom in reference 4.

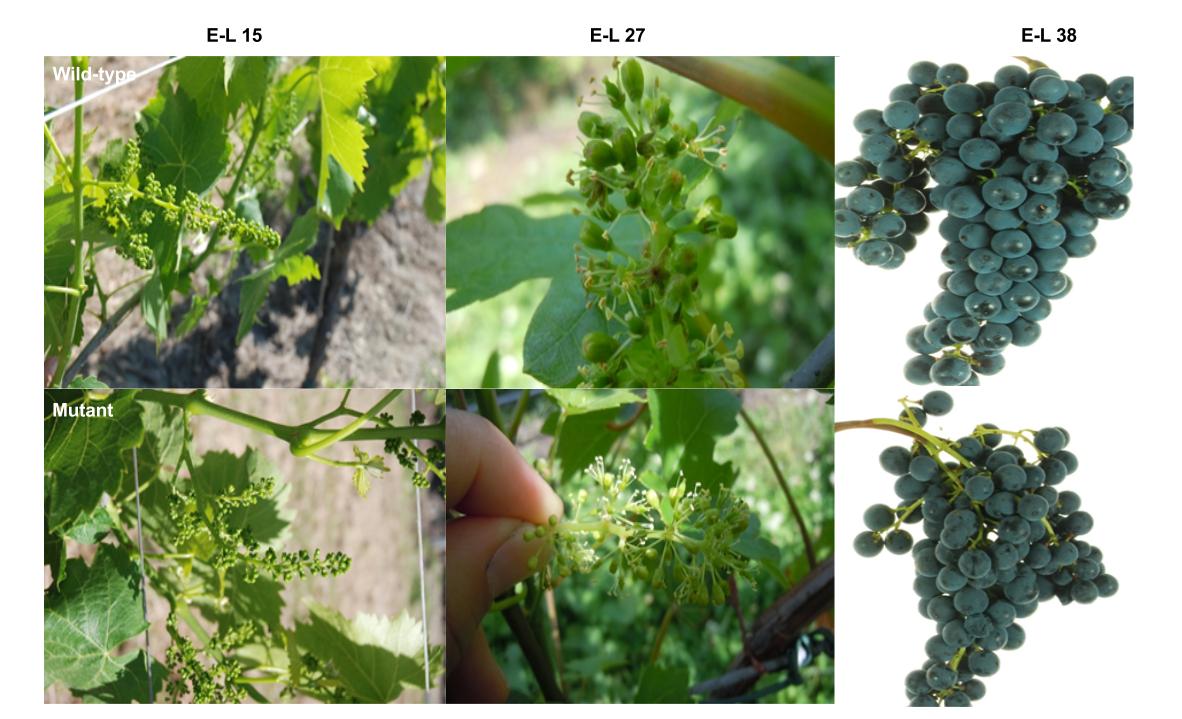

(B) picture of the materials collected from the two lines at each sampling date.

In 2009 anthesis was recorded for both lines between the last week of May and the first week of June (personal communication). With this prior knowledge of expected date of anthesis, RNA-Seq sampling for 2010 season was planned such that the initial sample collection will fall between 0 and 30 days before bloom in order to create an inventory of gene expression before fertilization (or flowering). For successive inventories of gene expression after fertilization, samplings were planned to take place between 0 and 15 days post anthesis and subsequently at harvest to cover the whole ripening process. Using the E-L system as a guide (see reference 36), the first sampling was done on 12th May 2010 when 8 leaves were physically observed to be clearly separated and single flowers were in compact groups (corresponding to the stage E-L 15), and fell between 15 and 20 days from the expected date of full bloom. The same was done for the stage E-L 27, when the date of sampling (10th June 2010) was discounted from the actual date anthesis commenced, and it fell between 0 and 10 days post anthesis. The last sampling date (16th September 2010) corresponded to the stage E-L 38 (harvest), which was more than 40 days post anthesis. Note: anthesis in 2010 was observed between 31st May and 3rd June.

# Supplementary material for: Transcriptome analysis during berry development provides insights into co-regulated and altered gene expression between a seeded wine grape variety and its seedless somatic variant
**Source:** BMC Genomics. 2014 Nov 27;15(1):1030. doi: 10.1186/1471-2164-15-1030
**Supplement:** Supplementary file 3 — Additional file 3: Text S1: Description of the procedure adopted to rank the transcripts by order of magnitude. P-values were computed to reflect the significance of the difference between 2 counts (n1 and n2 corresponding to any two library combination out of the six libraries, independently of the genotype) using a binominal model.

**Text S1. Description of the procedure adopted to rank the transcripts by order of magnitude.**

*P*-values (or scores) were computed to reflect the significance of the difference between 2 counts (n1 and n2 corresponding to any two library combination out of the six libraries, independently of the genotype) using a binomial model. The model is described below. The *p*-values were log-transformed in order to allow for greater numerical stability in comparing extreme values. The sign of the *p*-value reflects the direction of the comparison (whether n1 is greater or lesser than n2). The smaller is the absolute *p*-value, the more significant is the difference between the counts. Next all the *p*-values and the ratios of expression between the counts were considered to compute a ranking value for each transcript. Afterwards the ranking values were used to sort the transcripts and show on top the biggest differences in expressions between two of the libraries.

**Model description**

Assuming we sequenced N1 reads in sample1 (resp N2 reads in sample2), and n1 of those reads (resp. n2) are mapping into a given region of interest in the genome, we are interested in determining whether the expression in sample1 is significantly different from the expression in sample2. If we assume the events have the same probability of been observed in the two samples, n1 and n2 should follow a binomial distribution with the same probability of event *p*=(n1/N1 + n2/N2)/2. We can then estimate the probability of observing a count less than n1 or greater than n2 according to this model. Furthermore, we can put a sign on the probability to reflect the direction of the comparison. For example, a score of -0.9 may be interpreted as: «there is 90% chance that sample1 is under-expressed relatively to sample2»; and a score of +0.9 may be interpreted as «there is 90% chance that sample1 is over-expressed relatively to sample2». The picture below shows an overview of the score obtained when n1 and n2 are between 0 and 100, and N1, N2 are fixed to 1'000'000. We can for example see that under this model there is 95% probability that a count of n1=20 compared to a count of n2=40 is significantly different when there are 1'000'000 events in each sample. Note: We have observed that the model is not very well appropriate to compare large values. This issue may be related to a saturation effect.

Overview of the scores obtained with the binomial model when comparing two counts (n1, n2) between 0 and 100 with (N1,N2) fixed to 1'000'000.

How the deposited data were processed for this re-analysis (not part of the article)

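mRNA-Seq was measured in 6 libraries, 1 for each of 2 clones (the wild-type, which sets seeds, and the mutant, its seedless somatic variant) at stages E-L 15, E-L 27 and E-L 38. The counts are numbers of uniquely mapped reads per gene model: the authors aligned the reads with BWA to the v1 mRNA annotation of the 12x genome, allowing up to 2 mismatches in the first 32 bp, kept reads with a single position with SAMtools, and summed them per gene model. The RPM values were made by the authors from these counts, which they scaled by the number of uniquely mapped reads of the library, and are not divided by gene length. It was checked that the counts are whole numbers, that the total of each library equals its reads with a single position in Additional file 5, and that each RPM value equals its count scaled by this total.

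Between 70331451 and 98800321 reads per library were counted on 28059 gene models. At this depth 1 read is 0.0101 to 0.0142 RPM, and a count of 0 allows up to 3 reads at 95% confidence, which is 0.0304 to 0.0427 RPM. A gene was detected in a library with at least 0.5 RPM or, below that, with at least 5 reads, as the Methods state. Ratios between libraries were computed from RPM with 95% exact conditional binomial (Clopper-Pearson) intervals. Where 1 of the counts was 3 or fewer, the ratio was computed against 3 reads and given as a bound, and where both were, no ratio was given. Ratios were rescaled with DESeq size factors and with TMM factors over all 6 libraries.

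Genes were called between the stages of each clone with the procedure of DESeq for libraries without replicates, rewritten in R 4.3.3 with locfit 1.5.9.12, since the version used by the authors is not stated. Size factors came from the 3 libraries of the clone, and dispersions from a local trend fitted to the 2 libraries compared, without values of single genes. The test was the exact negative binomial test, with an adjusted p-value (Benjamini-Hochberg) of at most 0.05 and an absolute log2 fold change above 1. Triplets of calls were counted as the groups of Fig. 1. Stage and clone effects over all 6 libraries were tested with edgeR 4.0.16 (filterByExpr, TMM, glmQLFit and glmQLFTest, terms for stage and clone, 2 residual degrees of freedom, adjusted p-value below 0.05). DESeq2 1.42.0 (Wald test) served as an alternative. Other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots used matplotlib 3.10.9.

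The list of 7 male sterility genes was compared at E-L 15 with 10000 random lists, each gene drawn from the 200 genes nearest in mean RPM, by the median log2 ratio of mutant to wild-type with 0.5 RPM added. For equal depth, each library was thinned without replacement to 70331451 reads. Each of the 10 splits of the 6 libraries into 3 and 3 was fitted once, with the term for stage kept. Runs of identifiers were sought among the 35 genes with the largest ratios between the clones, with a mean of at least 1 RPM and 0.5 RPM added, as the most that lie within 25 consecutive identifiers with the same prefix, and compared with 10000 random draws of 35 genes.

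The detection rule, the settings of the calls, the tests over all 6 libraries, the gene list and most alternatives were chosen before the data were examined. Those alternatives were detection with at least 1 read or with 0.5 RPM alone, equal depth, a parametric trend, trends from 3 or 6 libraries or from the other clone, and at least 10 counts over the 3 libraries of a clone. They also included TMM factors, edgeR's exact test with an assumed biological coefficient of variation of 0.4, other scalings of the ratios, DESeq2, no filter on low counts, leaving out each stage, no term for stage, a second background for the list and a pseudocount of 0.05 RPM. Chosen after seeing the data were size factors over all 6 libraries, a dispersion corrected for its bias with 2 libraries, a 2-sided p summed over outcomes no more probable than the observed one, and these 3 settings together. The 3 settings together were also run with the trend of the other clone and at equal depth, and 0.2% of the E-L 38 reads of a clone was subtracted from wild-type E-L 27 or added to mutant E-L 27.

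Genes are named when the paper gives their identifier in its text, in Table 4 or in Additional file 4, which makes 64 genes. For the fits over all 6 libraries, the rule allowed at most 2 genes higher and 2 lower past the threshold; none passed it for the clone effect, and of the stage effect only counts are given. Genes of the identifier runs fall outside this rule and were chosen after their values were seen. Additional file 7 was at hand only in part; its genes helped to choose the settings of the calls, and no value was taken from it. GO enrichment, the QTL overlap and the filter on read identity were not analysed here, because they need annotation, positions or reads that were not used here. The real-time PCR values were not analysed here either.

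On simulated data with a dispersion of 0.1, the fit over all 6 libraries was tested with 200 genes changed 8 times: it found 198 of them in the right direction and 8 of 23418 unchanged genes. The procedure for calls was tested on simulated data in the same way, with 200 changed genes of at least 50 counts on average. It missed 58 of the 200, called none of them in the wrong direction and called 6 of 26087 unchanged genes. In the reported calls the trend at a high mean count lay between 0.161 and 0.570. From E-L 27 to E-L 38 in the wild-type, 35.0% of the genes were at least 2 times lower and 16.3% at least 2 times higher. No simulated gene differed between the clones at 1 stage alone. The simulated shares therefore do not carry over to the reported calls or to the clone effect. The comparison with random lists was checked with 200 lists of 7 genes: all 200 were found once lowered 4 times, and 14 of 200 unchanged lists lay outside the central 95% of the random lists.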

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

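The tests of the scaling in this part were chosen only after the result was seen. Some of the named genes changed in opposite directions in the clones between the same stages, with the ratio beyond 2 times in both: wholly so in its interval where both counts were above 3 reads, and computed against 3 reads where 1 was not. The difference between the clones was not tested, since each clone has 1 library per stage. From E-L 27 to E-L 38 the ratio of MALE STERILITY 5 (VIT_07s0005g05680) was 21.0 in the wild-type and 0.198 in the mutant, that of oleosin OLE-2 (VIT_17s0000g09000) 99.4 and 0.496, that of GLB1 (VIT_07s0151g00640) 86.3 and 0.381, and that of the lipid transfer protein (VIT_14s0108g00520) 504 and 0.496. From E-L 15 to E-L 38 the ratio of oleosin OLE-2 was 46.1 and 0.0792, that of GLB1 36.5 and 0.0640, that of the 7S globulin precursor (VIT_14s0128g00200) 984 and 0.466, and that of PM34 (VIT_14s0128g00340) 157 and 0.339. Apart from those of GLB1, the mutant ratios were computed against 3 reads, because the mutant library of E-L 38 had 3 reads or fewer, and leave out the counting error. The 95% intervals from the counts themselves reach up to 2.32 for oleosin OLE-2 and 1.85 for the lipid transfer protein from E-L 27, so that no opposite direction is shown for these, and up to 0.701 for MALE STERILITY 5 and 0.727 for the 7S globulin precursor, so that a fall is shown but not one beyond 2 times. They lie wholly beyond 2 times for GLB1 and, from E-L 15, for oleosin OLE-2 (up to 0.246) and PM34 (up to 0.495). The rule on the interval leaves out SEEDSTICK (VIT_18s0041g01880), which was 2.03-fold lower (95% interval 1.95 to 2.12) in the wild-type and 2.49-fold higher in the mutant from E-L 27 to E-L 38, and the 1,4-beta-mannan endohydrolase gene (VIT_18s0089g00140), which was 15.4-fold lower and 2.29-fold higher (95% interval 1.99 to 2.63) from E-L 15 to E-L 38.

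Scaling by DESeq size factors or TMM factors argues against the scaling of the libraries as the source of 4 of these changes, whose ratios as given above stayed beyond 2 times in opposite directions under every scaling: MALE STERILITY 5 from E-L 27, and oleosin OLE-2, GLB1 and PM34 from E-L 15. For MALE STERILITY 5 and PM34 this holds for the ratio against 3 reads only, since counting error leaves a fall of less than 2 times possible for the former under any scaling and for the latter with DESeq size factors or TMM factors. The other 4 changes were no longer beyond 2 times in the mutant with another scaling, where the ratio lay between 0.501 (GLB1 with TMM factors) and 0.669 (oleosin OLE-2 and the lipid transfer protein with DESeq size factors), so that for these the scaling may account for the size of the fall. Reads of E-L 38 in the wild-type E-L 27 library were not tested: all 8 changes were still beyond 2 times in opposite directions after 0.2% of the E-L 38 values had been subtracted from wild-type E-L 27, but this subtraction can only raise the wild-type ratios from E-L 27 and does not enter those from E-L 15, so that it could not have removed any of them.

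What stays open is a difference in stage or tissue between the single samples and a biological difference between the clones, and neither was tested. Tissue and clone are not separate here, since the wild-type sets seeds and the mutant does not. The paper describes RNA from berries of whole bunches and mentions no removal of seeds. Ripe wild-type berries may therefore have held seed tissue that mutant berries lacked. The paper annotates PM34 as a seed maturation protein and the lipid transfer protein gene also as seed storage. The opposite directions therefore do not show a reversed regulation within the same tissue. The falls in the mutant rest on few reads for MALE STERILITY 5 (15 and 3), PM34 (11 and 0), the 7S globulin precursor (8 and 0), and from E-L 27 oleosin OLE-2 (6 and 3) and the lipid transfer protein (6 and 2). All of these genes were picked by the study from the same libraries for their expression, so that their number says nothing about how frequent opposite changes are.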

How the results depend on the processing

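Size factors over all 6 libraries, the corrected dispersion, the summed 2-sided p, the 3 settings implied by the reported values and both of their combinations, and the subtraction or addition of E-L 38 reads were chosen after seeing the data; the other alternatives are those listed with the processing. No paired analysis was possible because the libraries carry no replicate numbers, other than by stage, which the fits of the clone effect keep as a term. Counts were taken as unchanged when they stayed within 1.5 times.

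The number of genes detected in each of the 6 libraries stayed within 1.5 times under all 5 alternatives, and so did the counts of genes with a stage effect across both clones under both of theirs, between 4901 and 7531 from E-L 15 to E-L 27 and between 14831 and 15976 for the other 2 pairs of stages. The male sterility list stayed below the central 95% of random lists with both alternatives. For the calls between stages, 53 of 84 values stayed within 1.5 times and 31 moved, for the overlap of the clones 31 stayed and 11 moved, and for the groups of patterns 6 stayed and 18 moved. Calls under a parametric trend, the trend of the other clone, at least 10 counts, TMM factors, equal depth and size factors over all 6 libraries stayed within 1.5 times in every comparison, and so did the overlap.

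With one trend from the 3 libraries of a clone, 78 genes in place of 637 were called between E-L 15 and E-L 27 in the wild-type and 67 in place of 597 in the mutant, and 1348 in place of 856 between E-L 15 and E-L 38 in the mutant. With one trend from all 6 libraries, the calls between E-L 15 and E-L 27 were 98 and 93, those between E-L 15 and E-L 38 were 1708 and 1597, and those of the mutant between E-L 27 and E-L 38 were 1367. Groups 3, 12 and 16 then held 2, 820 and 3 genes in the wild-type and 1, 886 and 4 in the mutant. Under both settings the calls fell where the dispersion of the trend, read at the same high mean count, rose and rose where it fell, in each of the 6 comparisons: between E-L 15 and E-L 27 in the wild-type it was 0.183 in the reported calls, 0.467 with the 3 libraries and 0.419 with all 6, and between E-L 15 and E-L 38 in the mutant 0.533, 0.431 and 0.382.

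edgeR's exact test with an assumed coefficient of variation of 0.4 called 1285, 5535 and 6324 genes in the 3 comparisons of the wild-type (E-L 15 to E-L 27, E-L 27 to E-L 38, E-L 15 to E-L 38) and 1132, 5478 and 6260 in the mutant. It called 6184 in both clones, 1432 in the wild-type only and 1301 in the mutant only. Groups 3, 11, 12 and 16 held 41, 572, 2772 and 50 genes in the wild-type and 43, 565, 2940 and 58 in the mutant; the cause was not tested.

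With the corrected dispersion, the calls from E-L 27 to E-L 38 and from E-L 15 to E-L 38 were 372 and 397 in the wild-type and 263 and 287 in the mutant, with 605 genes in both clones and 176 in the mutant only. The summed 2-sided p left 444 genes between E-L 15 and E-L 38 in the mutant. With the 3 settings implied by the reported values together, the same comparisons gave 335 and 367 genes in the wild-type and 174 and 55 in the mutant, with 503 in both clones and 126 in the mutant only, and groups 11 and 12 held 102 and 127 genes in the wild-type and 102 and 5 in the mutant. With these settings and the trend of the other clone, the values were 271, 356, 268 and 66, with 535 in both and 154 in the mutant only. At equal depth they were 304, 328, 172 and 177, with 533 and 156. The corrected dispersion was higher in every comparison; for the other settings the cause was not tested, except for the test of depth given with the other observations.

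The clone effect across the 3 stages gave 0 genes in the reported fit (1212 with an unadjusted p-value below 0.05), 0 without the filter on low counts (1268), 0 without a term for stage (32) and 61 with DESeq2's Wald test (1453); the cause was not tested. Across the 3 fits that each left out one stage, the count ranged from 0 to 0 genes, and from 436 (without E-L 27) to 1807 (without E-L 38) with an unadjusted p-value below 0.05.

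Of the 140 ratios computed from RPM, 126 stayed within their intervals with DESeq size factors, 13 moved and 1 reversed: the ratio of mutant to wild-type of WAK4 (VIT_01s0026g01420) at E-L 27 was 0.974 from RPM (95% interval 0.934 to 1.01) and 1.00 with DESeq size factors, and since the interval includes 1, no direction was shown by either for this gene. The 140 are the ratios behind the fold changes of Table 4 and those between the clones at the stage with the highest value. Over all 399 ratios of the named genes with an interval, 9 came to lie on the other side of 1 with DESeq size factors and 8 with TMM factors, with the whole interval for 3 under each and none of these among the 140: that of ERF9 (VIT_12s0028g03270) from E-L 27 to E-L 38 in the mutant, 1.12-fold lower from RPM, 1.20-fold higher with DESeq size factors and 1.17-fold higher with TMM factors, and those of GAPDH (VIT_17s0000g10430) from E-L 27 to E-L 38 in both clones. Both scalings raise all ratios of E-L 38 to E-L 27 of a clone by one factor, so that small falls become rises. With TMM factors 130 stayed and 10 moved. The number of reads counted on genes equals the denominator of RPM, so this alternative moved nothing and says nothing about stability. Subtracting 0.2% of the E-L 38 values from wild-type E-L 27 raised 5 ratios of E-L 38 to E-L 27 in the wild-type beyond their intervals, where it could be applied, and left 57 within theirs. The counts of single groups of patterns were compared under 3 alternatives only, and the shares and shared patterns under all. Depth limits the genes with 3 reads or fewer, for which bounds are given.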

Differences from the paper's values

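The setting with all 3 choices implied by the reported values, its combinations, the corrected dispersion, the summed 2-sided p and the added E-L 38 reads were chosen after seeing the values; the other alternatives were set before the data were examined.

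Under the detection rule of the Methods, 41 genes were detected in mutant E-L 27 only, against the paper's 70, and 39 in mutant E-L 38 only, against the paper's 97; 2775 genes were detected in no library, against the paper's 565. With at least 1 read, set before the data were examined, these numbers were 70, 97 and 564, and the numbers of genes detected in each of the 6 libraries equalled the paper's. The other alternatives set before the data were examined that closed a gap were 0.5 RPM alone (77 genes in mutant E-L 27 only, but not for the other 2 numbers), equal depth with the rule of the Methods (77 and 68) and equal depth with at least 1 read (82 and 122, and 675 in no library). The addition of E-L 38 reads to mutant E-L 27, with at least 1 read, gave 70, 97 and 564 too and was chosen after seeing the values.

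Between E-L 27 and E-L 38, 891 genes were called in the wild-type (203 up and 688 down), against the paper's 354 (98 and 256), and 760 in the mutant (151 and 609), against the paper's 191 (55 and 136). Between E-L 15 and E-L 38, the number of genes called was 1049 in the wild-type (288 up and 761 down), against the paper's 393 (137 and 256), and 856 in the mutant (165 and 691), against the paper's 41 (7 and 34). Of genes called in any comparison, there were 1668 in the wild-type and 1482 in the mutant, against the paper's 942 and 634. There were 1187 genes called in both clones, against the paper's 501, 295 genes called in the mutant only, against the paper's 133, and 1963 genes called in either clone, against the paper's 1075. None of the alternatives set before the data were examined closed these gaps.

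The 3 settings implied by the reported values, together, which were chosen after seeing the values, gave 335 (83 up and 252 down) and 367 (121 and 246) in the wild-type, 174 (53 and 121) and 55 in the mutant, 908 and 629 in any comparison, 503 in both clones, 126 in the mutant only and 1034 in either, all within 1.5 times of the paper's values. The corrected dispersion alone, chosen after seeing the values, came within 1.5 times for 372 (76 and 296), 397 (291 down, and the genes up), 263 (46 up), 929, 781, 605, 176 and 1105. The 3 settings with the trend of the other clone, also chosen after seeing the values, did so for 271 (206 down), 356 (120 and 236), 268 (79 and 189), 892, 689, 535, 154 and 1046. At equal depth, again chosen after seeing the values, they did so for 304 (81 and 223), 328 (120 and 208), 172 (53 and 119), 864, 689, 533, 156 and 1020, and the summed 2-sided p, chosen after seeing the values, for 199 genes in the mutant only. No setting came within 1.5 times of the 7 genes up or 34 down that Table 2 of the paper gives for E-L 15 to E-L 38 in the mutant. Additional file 10 lists 34 up and 7 down there, and of the 42 up and 13 down with the 3 settings, chosen after seeing the values, the former is within 1.5 times of it.

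The paper gives 41% as the share of the called genes that were called in the wild-type only, and the value here was 24.5%. Of the alternatives set before the data were examined, the parametric trend (31.5%) and the trend of the other clone (29.6%) closed the gap. Those chosen after seeing the values that did were the corrected dispersion (29.3%), the summed 2-sided p (34.2%), and the 3 settings alone (39.2%), with the other clone's trend (34.1%) and at equal depth (32.5%).

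Among the groups of patterns in the wild-type, group 1 held 2 genes, against the paper's 0, group 2 held 33, against the paper's 13, group 5 held 54, against the paper's 21, group 6 held 5, against the paper's 1, group 7 held 163, against the paper's 66, group 9 held 90, against the paper's 58, and group 10 held 131, against the paper's 34. Group 11 held 170, against the paper's 101, group 12 held 444, against the paper's 131, group 14 held 5, against the paper's 2, group 17 held 166, against the paper's 88, and group 18 held 15, against the paper's 2. One trend from all 6 libraries, set before the data were examined, closed the gap for groups 2 (9 genes), 11 (124) and 17 (59). The 3 settings together, chosen after seeing the values, closed it for groups 2, 5, 6, 7, 9, 10, 11, 12, 14, 17 and 18 (14, 20, 1, 63, 43, 32, 102, 127, 2, 84 and 2 genes), and none of the 3 alternatives for which the groups were counted closed it for group 1.

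In the mutant, group 1 held 2 genes, against the paper's 0, group 2 held 13, against the paper's 4, group 5 held 25, against the paper's 15, group 6 held 8, against the paper's 0, group 7 held 91, against the paper's 26, and group 8 held 49, against the paper's 25. Group 9 held 59, against the paper's 4, group 10 held 119, against the paper's 0, group 12 held 390, against the paper's 3, group 14 held 9, against the paper's 4, group 17 held 165, against the paper's 4, and group 18 held 9, against the paper's 0. One trend from all 6 libraries, set before the data were examined, closed the gap for groups 1, 2, 6 and 14 (0, 5, 0 and 4 genes). The 3 settings together, chosen after seeing the values, closed it for groups 2, 5, 6, 7, 8 and 18 (4, 14, 0, 29, 20 and 0 genes). None of the 3 alternatives closed it for groups 9, 10, 12 and 17, for which the 3 settings gave 7, 1, 5 and 7 genes.

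The percent of called genes in groups 3, 11 and 16 was 36.6% in the mutant, against the paper's 87%; none of the alternatives set before the data were examined closed the gap, and those chosen after seeing the values that did were the corrected dispersion (58.8%) and the 3 settings alone (85.5%), with the other clone's trend (81.4%) and at equal depth (70.5%). There were 870 genes called in both clones with the same pattern, against the paper's 466, and 317 with another, against the paper's 35. None of the alternatives set before the data were examined closed these gaps. Of those chosen after seeing the values, the corrected dispersion (486), the summed 2-sided p (661), and the 3 settings alone (332), with the other clone's trend (341) and at equal depth (422) closed the former, and none closed the latter. In the list of Additional file 10, 318 of the 501 shared genes have the same triplet and 183 another.

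For oleosin OLE-2 (VIT_17s0000g09000) in mutant E-L 27, Table 4 of the paper gives 0.009 RPM and the table of counts 0.0853 RPM, from 6 reads; the alternatives set before the data were examined do not change this value.

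Of the 1959 calls in Additional file 10 of the paper, 1935 were also made here, none in the opposite direction, and 2855 calls made here are not in that list. The settings of the calls had been chosen with the help of the paper's values, so this overlap is not an independent check. Of the 24 calls that were not made here, edgeR's exact test with the assumed coefficient of variation, set before the data were examined, made 7, and no other setting made any. The 3 settings together, chosen after seeing the values, made 1862 of the 1959 calls and 58 that are not in the list. For the genes of Table 4, all 76 calls of the paper were made here, and 36 further ones.

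Several statements about single genes were not matched. The paper names 1 comparison each in which H1flk (VIT_05s0020g04850) changed in the wild-type and in the mutant, whereas it was also called from E-L 27 to E-L 38 in the wild-type (10 of the 15 settings) and from E-L 15 to E-L 38 in the mutant (12). EXPB4 (VIT_15s0021g02700), described as stable between E-L 15 and E-L 27 in the wild-type, rose there from 0.335 to 7.44 RPM and was called (9). MS2 (VIT_08s0007g07100) and glycerol-3-phosphate acyltransferase 1 (VIT_12s0142g00040), placed among the genes that changed in the wild-type alone, were called from E-L 15 to E-L 27 in the mutant too (11 each). The same holds from E-L 27 to E-L 38 for the calmodulin-binding protein gene (10), WAK4 (13), the aquaporin TIP1;3 gene (13), the cytokinin dehydrogenase gene (13) and the chitinase gene (11, and 13 from E-L 15). None of these further calls was made with the 3 settings together, chosen after seeing the values.

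TEL1 and MYB26, placed among the genes that changed in the mutant alone, were called in the wild-type from E-L 15 to E-L 38 (11 and 9 of the 15 settings) and Fimbrin 2 from E-L 15 to E-L 27 (9), though not with the 3 settings together, chosen after seeing the values. The paper describes the wild-type expression of TEL1 (VIT_14s0219g00270), Fimbrin 2 (VIT_12s0059g00560), MYB26 (VIT_09s0002g01670), AINTEGUMENTA (VIT_09s0002g01370) and DTA2 (VIT_15s0046g03080) as stable. From E-L 15 to E-L 27 it was 8.02-fold, 12.8-fold, 8.00-fold, 9.96-fold and 3.85-fold lower. LBD41 (VIT_14s0006g02950), also described as stable there, fell less, from 25.4 to 12.6 RPM, and this fall was called under none of the 15 settings. The MS5 gene VIT_15s0107g00550, which the paper counts among those with very low expression in the mutant compared with the wild-type at E-L 15, had 112 RPM there against 172 RPM and was 1.54-fold lower. For the pectate lyase gene VIT_01s0026g01680, the paper compares the rises of the clones, which start from 2 reads in the wild-type and 1 in the mutant. The paper states a decrease of detected genes along the stages in both clones, and under the rule of the Methods the wild-type had more genes at E-L 27 (23796) than at E-L 15 (23697), while with at least 1 read, set before the data were examined, the order was that of the paper.

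For group 17, Table 3 of the paper prints the last call of the triplet as up and Fig. 1 draws it as down; here it was counted as down.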

Other observations

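Chosen only after the result was seen were the use of equal depth, itself an alternative set earlier, as a test for the detected genes, and the tests of added reads for these genes, of the floor in wild-type E-L 27, of the transcripts that fall after E-L 15, of the calls between E-L 15 and E-L 38, of reads carried into mutant E-L 15 and of genomic DNA; the other tests were set before their results were seen.

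More genes had a read in the wild-type than in the mutant at E-L 27 and E-L 38, by 509 and 733. Fewer reads in the mutant libraries are argued against as the whole source, since at equal depth the wild-type still had 315 more at E-L 27 and 416 more at E-L 38. At E-L 38 a few genes taking most of the reads are argued against in the same way: the 100 most abundant genes took 20.8% of the reads in the wild-type and 23.4% in the mutant, and at equal numbers of reads outside them 378 more genes were left in the wild-type. At E-L 27, reads of E-L 38 in the wild-type library stay open as a source. Adding the same share of mutant E-L 38 reads to the mutant library left a difference of 295 genes at equal depth. This cannot decide the question, since 1368 genes with a read in wild-type E-L 38 had none in mutant E-L 38. A difference between the samples in tissue, in RNA quality or between the clones stays open and was not tested.

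A floor lay under the wild-type E-L 27 values of genes abundant at E-L 38. Among 1993 genes with at least 100 RPM in both E-L 38 libraries, 0 lay below 0.1% of their E-L 38 value in wild-type E-L 27, where the lowest had 0.120%. In mutant E-L 27, 11 did so, which argues against transcripts made at E-L 27 in both clones as the whole source. It does not test transcripts made at E-L 27 in the wild-type alone. Reads of the mutant E-L 38 library are argued against too, since the 18 genes with at least 10 RPM in wild-type E-L 38 and 3 reads or fewer in mutant E-L 38 kept at least 0.106% in wild-type E-L 27. A candidate explanation is that reads of the wild-type E-L 38 library were carried into wild-type E-L 27: of the 6 genes found in wild-type E-L 38 and at 3 reads or fewer in wild-type E-L 15 and in each mutant library, 0 were without a read in wild-type E-L 27, and together they had 0.196% of their E-L 38 value. RNA or tissue of E-L 38 in the E-L 27 sample would leave the same floor, so that the step at which it arose stays open, as does a low expression of these 6 genes at E-L 27 in the wild-type alone.

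The male sterility list was lower in the mutant at E-L 15. At equal depth the median log2 ratio was -1.94, but RPM is already scaled by the reads of each library, so that this could hardly have changed and does not test fewer reads as the source. A lower share of all transcripts that fall after E-L 15 is argued against. Over the 506 genes at least 8 times lower at E-L 27 in the wild-type, the median was -0.13. Of these genes, 50 were at least 2 times lower in the mutant at E-L 15 and 1 higher. Over the 568 genes selected in the same way in the mutant, the median was -0.037, with 34 genes lower and 6 higher. Of the 359 genes at least 8 times higher at E-L 27, 0 were at least 2 times higher and 4 at least 2 times lower in the mutant at E-L 15, and their median log2 ratio was 0.066, so that mutant flowers much further on towards E-L 27 are not seen, while a small shift cannot be told apart from a difference between the clones with 1 library each. A biological difference between the clones stays open and was not tested, and all genes of the list were picked by the study from these libraries.

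More genes were called in the wild-type than in the mutant, 1668 against 1482. Fewer reads in the mutant libraries are argued against as the whole source, since 102 more genes were called in the wild-type at equal depth. A higher dispersion trend in the mutant comparisons is argued against for these calls. At a high mean count, it was lower in the mutant (0.161, 0.490 and 0.533 against 0.183, 0.497 and 0.570). With the trend of the other clone, 355 more were called in the wild-type. Under the 3 settings implied by the reported values, the trend from E-L 27 to E-L 38 was higher in the mutant (0.677 against 0.633). With the other clone's trend, 271 wild-type and 268 mutant genes were called there in place of 335 and 174, so it stays open for that comparison. In any comparison, 203 more genes were then called in the wild-type, in place of 279. The size of the difference did depend on the trend, with 88 more in the wild-type for one trend from the 3 libraries of a clone and 8 more for one trend from all 6 libraries. With the 3 settings implied by the reported values, few genes were called between E-L 15 and E-L 38 in the mutant, 55 against 174 between E-L 27 and E-L 38. Unequal numbers of reads in the libraries are a candidate explanation for this part, since at equal depth the counts were 177 and 172. Against the wild-type they are argued against as the whole source, since 151 more genes were called in the wild-type in that comparison at equal depth. A biological difference between the clones stays open, and the difference in the numbers of calls was not tested.

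Genes with neighbouring identifiers stood out between the clones. Of the 35 genes with the highest ratio of mutant to wild-type at E-L 15, 9 lie within 25 consecutive identifiers, from VIT_05s0049g00610 to VIT_05s0049g00840, and these genes were chosen after their values were seen. Chance in the order of the identifiers is argued against, since the most found in any of 10000 random draws was 4. Reads carried over from the mutant E-L 38 library are argued against too, because VIT_05s0049g00760, the most abundant gene between them at E-L 38 with 10027 RPM in the mutant, had 0.00283% of that value in mutant E-L 15. Among the other lists of 35, 5 genes from VIT_18s0089g00140 to VIT_18s0089g00190 were lower in the mutant at E-L 15 and 7 from VIT_16s0013g00950 to VIT_16s0013g01070 were higher at E-L 27, each more than in any draw. At E-L 38, 4 neighbouring genes were higher (as many in 2 draws) and 3 lower (131 draws), and at E-L 27, 2 were lower (6195 draws). Neighbouring genes with similar sequences or a shared response may give such runs, as might a sequence difference between the clones; these were not tested, since positions and sequences were not used here.

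No gene had an adjusted p-value below 0.05 for the clone effect across the 3 stages, that is 0 of 23570 genes, and 1212 had an unadjusted p-value below 0.05. All 10 splits of the 6 libraries into 3 and 3 gave at least as many genes, but any split does so when the count is 0, so that the splits test nothing here. The splits with genes were the pair that put both E-L 15 libraries with 1 of the E-L 38 libraries, which gave 736 genes each. With the term for stage kept, only the E-L 38 libraries are parted within their stage in these splits, so that the 736 genes compare those libraries, not the conditions. The count stayed at 0 when any stage was left out, while the number with an unadjusted p-value below 0.05 was 436 without E-L 27 and 1807 without E-L 38. Of the 49 genes of Table 4 that were tested, 0 passed the threshold. This fit finds differences of similar size at all 3 stages and counts a difference confined to 1 stage as error. The 0 therefore does not show that these genes are alike in the clones. DESeq2's Wald test found 61 genes (26 higher and 35 lower in the mutant), which edgeR's test did not find.

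The mutant E-L 38 library stood apart in its reads. By Additional file 5, 29.7% of its reads were unmapped, and of the reads placed on genomic features in Additional file 6, 20.7% lay in introns and 3.74% in repeats, against at most 21.0%, 14.8% and 1.64% in the other libraries. Genomic DNA in the library is argued against as the whole source, since it would add reads to genes that are not transcribed, whereas 24089 genes had a read in this library, the fewest of the 6. Unspliced or degraded RNA and a difference between the clones stay open and were not tested. The spread of the log2 ratio of mutant to wild-type over genes (SD) was 0.28 at E-L 15, 0.36 at E-L 27 and 0.63 at E-L 38.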
